# Transcriptomics of the late gestation ovine fetal brain: modeling the co-expression of immune marker genes

**DOI:** 10.1186/1471-2164-15-1001

**Published:** 2014-11-19

**Authors:** Maria B Rabaglino, Maureen Keller-Wood, Charles E Wood

## Abstract

**Background:**

Major changes in gene expression occur in the fetal brain to modulate the function of this organ postnatally. Thus, factors can alter the genomics of the fetal brain, predisposing to neurological disorders later in life. We hypothesized that the physiological dynamics of the immune system transcriptome of the fetal brain during the last stage of gestation will reveal patterns of immune function and development in the developing brain. In this study we applied weighted gene co-expression analysis of microarrays performed on ovine fetal brain samples, to model the changes in gene expression throughout the second half of gestation.

**Results:**

Clusters of co-expressed genes that strongly increase in expression toward the first day of extra-uterine life are related to the hematopoietic lineage, while activation of immune pathways is induced after birth. Moreover, the pattern of gene expression suggests induction of tolerance mechanisms, probably necessary to protect highly produced proteins –such as myelin basic protein- from an autoimmune attack.

**Conclusions:**

This study provides insight into the dramatic changes in gene expression that take place in the brain during the fetal life, especially during the last stage of gestation, and suggests that the immune system may have an important role in maturation of the fetal brain, which if disrupted or altered, could have negative consequences in postnatal life.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1001) contains supplementary material, which is available to authorized users.

## Background

Normal brain development requires temporal changes in gene expression. In the human brain, the major changes in spatio-temporal gene expression occur during the late gestation fetal life [1]. Little is known about development of immune function in the fetal brain, although there is a growing literature that some chronic diseases of the adult, such as hypertension [2], schizophrenia [3], and autoimmune disorders [4] are at least in part the result of immune dysfunction within the brain. Several studies have analyzed the effect of diverse stimuli (such as nutrition, stress, toxics and so on) on the activity of the immune system in the fetal brain and the repercussions in adulthood (reviewed in [5, 6]). Despite its importance, the ontogeny of immune cells within the fetal brain is not fully understood. The focus of studies on immune development in late gestation has been on development of these cells in somatic sites (i.e., liver, thymus, spleen, etc.). However, a better understanding of the molecular development of the immune system within the brain holds promise for design of novel therapeutics that can redirect the “programmed” brain back to a normal trajectory of development. The purpose of the present study is to model changes and coherence of gene expression in cerebral cortex, brainstem, hippocampus, and hypothalamus in order to obtain a broad view of brain ontogeny throughout the second half of gestation. We found, in addition to expected changes in pathways related to brain structure and metabolism, that there was an over-representation of genes in the hematopoietic pathway. We therefore modeled the changes in genes in the hematopoietic pathway over this period of ontogeny. We expect that the study of genomics related to immune system development in late gestation fetal brain might reveal molecular mechanisms of neuronal protection. Moreover, investigation of the genomics of fetal brain development could provide a better understanding of mechanisms underpinning postnatal neurological disorders.

We used the sheep as an animal model to identify co-expressed genes in the above regions of the ovine fetal brain, from mid-gestation (80 days, n = 4; 100 days, n = 4; 120 days, n = 4; 130 days, n = 4; 145 days, n = 4) to one day of postnatal life (n = 4). In the ewe, gestation length averages 147 days. The ovine fetus is an excellent model to study brain development since the entire gestational equivalent of human brain development occurs *in utero* [7]. Altricial species (such as rats and mice) are not suitable models for human brain development because of the marked immaturity of the brain at birth in these species. Using a newly-available ovine array and weighted gene co-expression network analysis (WGCNA) on differentially expressed genes (Additional file 1: Figure S1), we identified co-expressed genes in different regions of the ovine fetal brain, from mid-gestation to one day of postnatal life. 

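The arrays behind these networks hold RNA from the cortex, brainstem, hippocampus and hypothalamus of sheep at 80, 100, 120, 130 and 145 d of gestation and 1 d after birth. These are the ages of the sample labels, and the paper gives 96 to 100 d for the 100 d group and 142 to 144 d for the 145 d group. Values from 95 arrays were analysed, 24 each for cortex, brainstem and hypothalamus and 23 for hippocampus, where the 100 d group had 3 arrays and the paper's n is 4. Every other group had 4 arrays. The paper states that each group included 1 set of twins, but the labels do not mark them, so all arrays were treated as independent. Each array was hybridized with the Cy3-labeled RNA of 1 sample, so that its values are levels in that sample and not ratios to a reference. An array carries 15208 spots for ovine genes and 536 control spots, of which 77 are negative controls. The deposited values are the scanner software's mean intensity and local background of each spot, on a linear scale and before any normalization between arrays. Signal over background stands for the depth of an array. The share of gene spots well above background ranged from 73.9 to 83.8% in cortex (median 78.8%), from 72.0 to 88.5% in brainstem (median 80.4%), from 59.5 to 85.1% in hippocampus (median 76.2%) and from 75.3 to 86.8% in hypothalamus (median 81.4%), and the number of arrays limits the precision of each group's mean.

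The intensities were background corrected, quantile normalized over all arrays and filtered with the limma package, following the paper's methods. The paper's text does not name the background correction, and limma's normexp method with an offset of 50 was used, which narrows the changes of dim probes. Probes with the same gene name were averaged, as in the paper, and levels are given on the log2 scale. Of the 15008 different probes, 1563 could be given a gene symbol from the files and from the RefSeq table of the ARS-UI_Ramb_v3.0 assembly, and the other 13445 are known by an accession only. A probe known only by its accession was kept in the counts of genes but could not be named, so that 13 of the 26 genes named in the text of the paper had a named probe. Age was coded in days of gestation, with 1 d after birth at 160 as in Fig. 3. Co-expression modules were not built here. Each gene's change with age was tested with limma's moderated F test of the 5 later ages against 80 d, adjusted over all genes of the region. Lists of genes fixed beforehand were tested against all other genes with camera, with its preset correlation of 0.01 between the genes of a list, and on their own with fry.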

WGCNA determines pair-wise correlations between gene expression profiles to create modules (clusters) of co-expressed genes (Additional file 2: Figure S2). The resulting modules for each network were related with gestational age to determine gene significance (GS, correlation of *i*-th gene with the temporal pattern) and module membership (MM; correlation of the *i-*th gene with respect to its corresponding module) for each gene (Additional file 3: Table S1 and Additional file 4: Figure S3). Top modules were defined as those having the highest positive or negative correlation between GS and MM; i.e., modules with highest increasing or decreasing expression pattern from mid-gestation to 1 day of extra-uterine life (Additional file 5: Figure S4). These modules (or gene clusters) were selected for further analyses.

## Results and discussion

### Enrichment and network analysis

Significantly enriched Biological Processes (BP; p < 0.01; WebGestalt software [8]) of the positively correlated top modules from each brain region are shown in Additional file 6: Table S2. Negatively correlated top modules were mainly enriched with cell cycle. 

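Cell cycle genes were followed as a list of 74 genes, of which AURKA, CCNA2, CDK1, PCNA and TYMS had a named probe. The mean of these 5 genes fell in each region, from 8.46 ± 0.28 at 80 d to 7.51 ± 0.08 at 1 d after birth in cortex, from 8.81 ± 0.10 to 7.43 ± 0.18 in brainstem, from 8.96 ± 0.16 to 7.48 ± 0.38 in hippocampus and from 8.55 ± 0.10 to 7.63 ± 0.24 in hypothalamus (log2 scale, SD, n = 4 arrays per group). In each region every newborn array lay below every array at 80 d (exact permutation test, two-sided p = 0.0286, the smallest that 4 arrays against 4 allow).

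Over the arrays the mean of the list correlated with age with Pearson's r of -0.918 in cortex, -0.971 in brainstem, -0.67 in hippocampus and -0.874 in hypothalamus, and with Spearman's rho of -0.934, -0.969, -0.689 and -0.913. The permutation p was 1e-05 in cortex, brainstem and hypothalamus, the smallest that 100000 resamples give, and 6e-04 for r in hippocampus. Adjusted over the 12 pairs of list and region, the p of r was 2.4e-05 in cortex, brainstem and hypothalamus and 9e-04 in hippocampus. With any 2 of the 80 d arrays left out, r stayed between -0.952 and -0.903 in cortex and between -0.597 and -0.562 in hippocampus. Within slides r was -0.978 to -0.872 in cortex, -0.998 to -0.953 in brainstem and -0.938 to -0.853 in hypothalamus. In hippocampus it was -0.863 over the 7 arrays of slide 1 and -0.0898 over the 8 arrays of slide 4, which holds no 80 d array and so cannot show the fall from 80 d. The other 2 slides of hippocampus hold 4 arrays each and give no value. As a set, the genes fell relative to all other genes in every region (camera, adjusted p = 0.000541 in cortex, 4.92e-06 in brainstem, 0.000144 in hippocampus and 1.8e-05 in hypothalamus). By the F test all 5 genes changed in cortex and in brainstem, 4 in hypothalamus and 0 in hippocampus over all genes, and 5, 5, 4 and 3 adjusted over the list alone. The calls of the list also hold under fry, and with camera's estimated correlation those of brainstem and hypothalamus do, at adjusted p of 0.00849 and 0.0448.

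**Figure D1:**
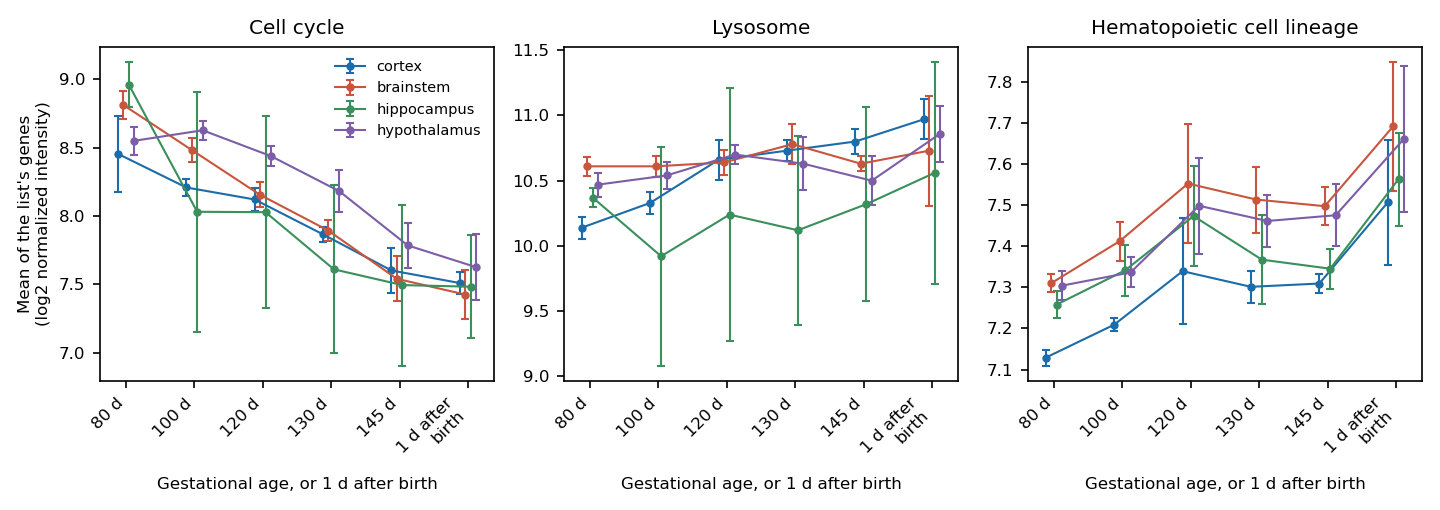
Mean log2 normalized intensity of the cell cycle, lysosome and hematopoietic cell lineage genes with a named probe (vertical axes) by gestational age or 1 d after birth (horizontal axes), in cortex, brainstem, hippocampus and hypothalamus. Points are means and bars are SD over 4 arrays (3 in hippocampus at 100 d). The cell cycle mean ends below its 80 d level in each region, at 7.51, 7.43, 7.48 and 7.63, and the bars of hippocampus from 100 d on are wider than those of the other regions for cell cycle and lysosome genes.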

In agreement with other studies [1, 9], groups of co-expressed genes that increase in expression toward the end of gestation are related with response to stress and stimulus, myelination, apoptosis, generation of energy, and angiogenesis, while genes that decrease in expression are mainly related to cell cycle.

These events occur because during the last steps of fetal brain development there is a deceleration in cell division (quiescence) simultaneous with an acceleration in neuronal developmental and differentiation [9–11].

Significantly enriched KEGG pathways (p < 0.01; WebGestalt software [8]) were compared to identify common enriched pathways between all brain regions (Table 1). Some of the common enriched pathways in the positively correlated top modules were expected in the developing fetal brain, such as those related with metabolism. Genes related with endocytosis and lysosomal activity were also expected to be expressed at increasing levels by the end of gestation, since they are particularly relevant in polarized cells like the neurons [12]. 

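Of a list of 57 lysosomal genes, 12 had a named probe, among them CTSB, CTSD, HEXA, PSAP and NPC2. In cortex all 12 rose with age, and their mean went from 10.14 ± 0.08 at 80 d to 10.80 ± 0.10 at 145 d and 10.97 ± 0.15 at 1 d after birth (log2 scale, SD, n = 4). The correlation of this mean with age was r = 0.93 over the 24 arrays (rho = 0.899, permutation p = 1e-05 for both) and 0.944 to 0.953 within the slides, and the adjusted camera p was 0.000111. By the F test 9 of the 12 genes changed in cortex, both over all genes and adjusted over the list alone. Endocytosis genes were not tested. The mean rose by 0.13 in brainstem, where newborn and 80 d arrays overlapped (r = 0.222, permutation p = 0.302, adjusted camera p = 0.208), and by the F test 5 of the 12 genes changed. In hippocampus it rose by 0.19 (r = 0.122, permutation p = 0.578, adjusted camera p = 0.189). In hypothalamus it rose by 0.39, with every newborn array above every 80 d array (exact permutation test, two-sided p = 0.0286, n = 4 and 4), r was 0.475 (permutation p = 0.0185, adjusted 0.0222) and the adjusted camera p was 0.0589. By the F test 0 of the 12 genes changed in hippocampus and 1 in hypothalamus, and 0 in each when adjusted over the list alone. The list passes fry in brainstem and hypothalamus as well as in cortex, at an adjusted p of 0.021 and 0.0378. Hippocampus stays at 0.436. Within slides r ranged from -0.0152 to 0.709 in brainstem and from 0.441 to 0.683 in hypothalamus, and it was 0.169 and 0.371 within the slides of hippocampus that hold 7 and 8 arrays, the latter without an 80 d array. With the slide as a block the list passes in hippocampus and hypothalamus (r = 0.321 and 0.541, adjusted camera p = 0.0183 and 0.0335). Over the fetal arrays alone, r was 0.923 in cortex, 0.286 in brainstem, -0.00343 in hippocampus and 0.202 in hypothalamus.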

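Genes of the hematopoietic cell lineage pathway were followed as a list of 84 genes, of which 29 had a named probe, among them CD14, CD3D, CD3E, CD3G, CD4, CD5, CD9, CR2, IL7, ITGAM, KIT and FLT3LG. After the filter 24 of them were tested in cortex, brainstem and hypothalamus and 25 in hippocampus. Their mean rose from 80 d to 1 d after birth by 0.38 in cortex, 0.38 in brainstem, 0.31 in hippocampus and 0.36 in hypothalamus on the log2 scale, and every newborn array lay above every 80 d array in each region (exact permutation test, two-sided p = 0.0286, n = 4 and 4). The mean correlated with age at r = 0.778 (rho = 0.853) in cortex, 0.739 (0.775) in brainstem, 0.588 (0.588) in hippocampus and 0.744 (0.807) in hypothalamus, with adjusted permutation p of r of 2.4e-05, 6.86e-05, 0.00448 and 4e-05. Within slides r ranged from 0.828 to 0.951 in cortex, from 0.692 to 0.981 in brainstem and from 0.769 to 0.921 in hypothalamus, and it was 0.648 and 0.38 within the slides of hippocampus that hold 7 and 8 arrays, the latter without an 80 d array.

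Relative to all other genes the list rose in cortex, brainstem and hypothalamus (camera, adjusted p = 0.0234, 0.0234 and 0.00952), while hippocampus did not pass (adjusted p = 0.0606). With camera's estimated correlation no region passes (lowest adjusted p 0.0929), and under fry cortex, brainstem and hypothalamus do. Single members moved both ways. In cortex 17 of the 24 genes rose with age and 7 fell, and 11 changed by the F test, 8 of them upward, both over all genes and adjusted over the list alone. In brainstem 18 rose and 6 fell, and 8 of the 9 that changed rose. In hypothalamus 18 rose and 6 fell, and the 3 that changed rose. In hippocampus 19 of 25 rose and 0 passed the F test. Over fetal arrays alone the list no longer passed camera in cortex (r = 0.729), brainstem (r = 0.659) and hypothalamus (r = 0.695).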

Notably, a common enriched KEGG pathway related with the immune function was the hematopoietic cell lineage. We focused further analysis on genes related with the hematopoietic lineage. These genes were visualized as separate networks, according to the brain region, using the Cytoscape software (3.0) [13] and physical and genetic interactions between genes were inferred by use of the GeneMania plugin [14] (Figure 1). Then, these networks were merged together to obtain a single network connecting the nodes corresponding to the genes of interest from the four brain regions. The nodes (genes) that comprise this new network represent markers for different immune cells and at different stages of maturation. Therefore, the whole network can be correlated with the hematopoietic lineage (Figure 2), as was indicated by the “hematopoietic cell lineage” as a common enriched KEGG pathway.

**Table 1:** **Significantly enriched KEGG pathways in positive correlated top modules from all fetal brain regions**

	Adjusted p-values			
KEGG Pathway	Cortex	Brainstem	Hippocampus	Hypothalamus
Endocytosis	2.42E-10	5.68E-08	0.0006	0.0013
Hematopoietic cell lineage	0.0027	0.0026	0.0002	0.0098
Insulin signaling pathway	3.11E-08	0.0003	0.0007	0.0016
Lysosome	7.19E-16	8.09E-08	0.0005	0.0001
MAPK signaling pathway	9.06E-09	0.0012	0.0006	0.0002
Metabolic pathways	7.12E-36	3.47E-26	0.0001	5.40E-16
Phagosome	2.37E-06	1.07E-07	6.00E-06	0.0004
Tight junction	5.29E-05	0.0014	0.0006	0.0004

**Figure 1:**
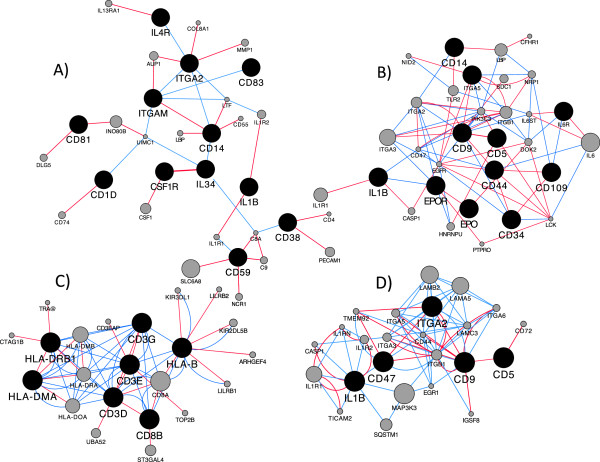
**Networks composed by nodes (genes) related to the hematopoiesis in the ovine fetal brain.** Black nodes are genes belonging to the top positively correlated module for each brain region. Grey nodes are genes inferred by the GeneMania plugin. Brain regions are cortex **(A)**, brainsteam **(B)**, hippocampus **(C)** and hypothalamus **(D)**.

**Figure 2:**
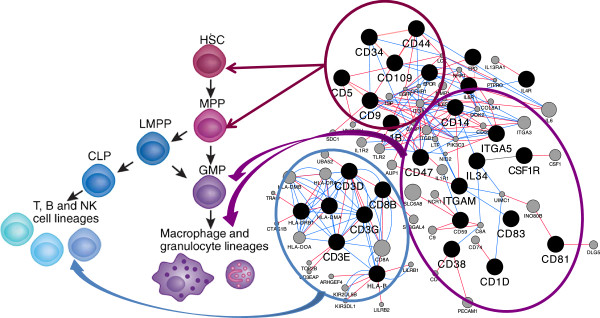
**The nodes (genes) of the merged network represent markers for immune cells of the hematopoietic lineage.** HSC, Hematopoietic stem cell; MPP, multipotent progenitor; LMPP, lymphoid-primed multipotent progenitor; CLP, common lymphoid progenitor; GMP, granulocyte macrophage progenitor. Hematopoiesis figure reprinted with permission from the Nature Publishing Group. (Source: Welinder and Murre, 2011. Ldb1, a new guardian of hematopoietic stem cell maintenance. Nature Immunology, Vol 12:2. Figure 1, page 113).

These results do not necessarily mean that the brain is a hematopoietic organ similar to liver or spleen during fetal life. Nor can it be concluded from this study that hematopoietic stem cells are present in the ovine fetal brain. Rather, these results strongly suggest the presence of developing myeloid and lymphoid derived cells in different regions of the fetal brain (*vide infra*).

### Detailed analysis of immune marker genes

Marker genes for progenitor immune cells were found in the top positive correlated module of the ovine fetal brainstem. These markers are CD34, CD109 CD44, CD5 and CD9 (Additional file 7: Figure S5). 

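CD5 and CD9 have named probes on the array, and CD34, CD109 and CD44 do not. In brainstem CD5 (2 probes) rose from 6.95 ± 0.08 at 80 d to 7.91 ± 0.18 at 145 d and 8.31 ± 0.38 at 1 d after birth (log2 scale, SD, n = 4). The log2 change from 80 d to 1 d after birth was 1.37 (standard error 0.19, adjusted p = 7.31e-06 from limma), every newborn array was above every 80 d array, and the last step from 145 d was within the error (0.40, adjusted p = 0.217). CD5 correlated with age at r = 0.85 over the 24 arrays (rho = 0.842, permutation p = 1e-05, adjusted 3.8e-05 over the 19 pairs of gene and region the text names), and at 0.866 to 0.883 within the slides. CD9 (2 probes) rose from 11.64 ± 0.45 at 80 d to 13.55 ± 0.12 at 130 d and did not rise further, with 13.09 ± 0.33 at 145 d and 13.12 ± 0.63 at 1 d after birth. Its change from 80 d to 1 d after birth was 1.48 (standard error 0.26, adjusted p = 0.000117 from limma). Its correlation with age was r = 0.675 (rho = 0.571, permutation p = 0.00032, adjusted 0.00076), and 0.458 to 0.808 within the slides.

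The array of replicate 4 at 1 d after birth has a round dim area in its centre that covers 2924 probes. Inside it the 2606 tested probes lay at a median of -1.25 on the log2 scale from the mean of the other newborn arrays, and outside it at 0.42. For CD5 and for CD9, 1 of the 2 probes lies in this area. The probes of CD9 moved apart from 145 d to 1 d after birth, one by -0.42 and the other by 0.47, and those of CD5 by 0.11 and 0.70. With the area left out on this array, a step chosen after seeing the data, the change of CD5 from 80 d was 1.68 and that of CD9 1.96. The area was left out after normalization. The other probes of this array kept their median of 0.42, and both changes can be too large.

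**Figure D2:**
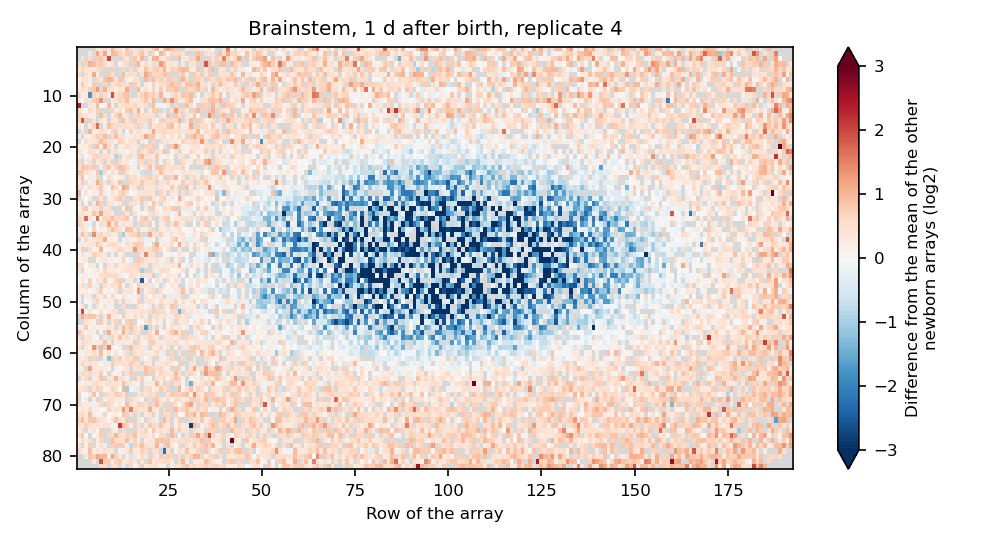
Map of the brainstem array of replicate 4 at 1 d after birth, with the row of the array on the horizontal axis and its column on the vertical axis. The colour of each spot is its log2 difference from the mean of the other 3 newborn arrays, from -3 (blue) to 3 (red), and grey spots were not tested. The blue area around row 99 and column 41 is the dim area, with a median of -1.25, and the median outside it is 0.42.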

CD109 antigen is expressed by a subpopulation of CD34+ Hematopoietic stem cell (HSC) and progenitor cells in the fetal and adult bone marrow [15]. An isoform of CD44 is expressed on CD34+ cells: HSC and progenitor cells [16]. Progenitors cells of the myeloid lineage, such as colony-forming unit macrophage/dendritic cells, express the colony stimulating factor 1 receptor (CSF1R) for differentiation. The resident myeloid inflammatory cells of the central nervous system (CNS) parenchyma are microglial cells. Thus, expression of CSF1R seems critical for microglia development. In mice, the absence of CSF1R (Csf1r ^-^/^-^) results in essentially no macrophages/microglia (<99% depletion) in the embryonic and early post-natal brain [17]. In mice, interleukin 34 (IL34) binds to the CSF1R receptor with high affinity to regulate myeloid development and it can substitute for colony stimulating factor 1 (CSF-1) *in vivo*. IL34 is more highly expressed than CSF-1 mRNA in most of the regions of the developing brain [18]. These genes were part of the top positive correlated module in the cortex network, as well as other genes markers of antigen presenting cells, including CD1D, integrin, alpha M (CD11B) and CD81, (Additional file 8: Figure S6) indicating the development of microglia in the fetal CNS parenchyma.

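In cortex, CD1D, ITGAM (integrin alpha M, CD11B) and CD81 have named probes, and CSF1R, CSF1 and IL34 do not. CD1D (2 probes) rose from 8.15 ± 0.16 at 80 d to 8.97 ± 0.13 at 145 d and 9.12 ± 0.22 at 1 d after birth (log2 scale, SD, n = 4). Its log2 change from 80 d to 1 d after birth was 0.97 (standard error 0.12, adjusted p = 9.44e-07 from limma). ITGAM (2 probes) was dim, with 2 of 4 arrays well above background at 80 d and at 100 d and all 4 at each later age. It rose from 6.63 ± 0.22 to 7.18 ± 0.20, a change of 0.56 (standard error 0.10, adjusted p = 0.000124 from limma) that depends on the background correction and reaches 2.61 with the scanner software's processed signal scaled to the 75th percentile of each array. CD81 (1 probe) was bright and rose from 12.25 ± 0.07 to 13.76 ± 0.12, a change of 1.51 (standard error 0.13, adjusted p = 3.46e-09 from limma). In all 3 genes every newborn array lay above every 80 d array. Most of the rise was complete by 145 d, and the steps from 145 d to 1 d after birth, of 0.15, 0.20 and 0.19, were within the error (adjusted p = 0.894, 0.676 and 0.833). Over the 24 arrays the correlation with age was r = 0.908 for CD1D, 0.816 for ITGAM and 0.931 for CD81, with rho of 0.881, 0.832 and 0.928 and an adjusted permutation p of 3.8e-05 for each r. With 2 of the 80 d arrays left out r was at least 0.886, 0.759 and 0.91, and within slides it ranged from 0.855 to 0.947, from 0.735 to 0.96 and from 0.93 to 0.97. Over the fetal arrays alone it was 0.901, 0.752 and 0.931.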

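From 145 d to 1 d after birth, limma found 32 genes changed in cortex (21 higher and 11 lower after birth), 628 in brainstem (470 and 158), 1 in hippocampus (higher) and 325 in hypothalamus (206 and 119) at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 987, 2677, 349 and 2618 genes. At an adjusted p under 0.0001 there were 0 in each region. With 1 array left out at a time the counts ranged from 2 to 176 in cortex (without newborn replicate 3 and replicate 1), from 186 to 1283 in brainstem (without 145 d replicate 4 and newborn replicate 1), from 1 to 23 in hippocampus and from 55 to 471 in hypothalamus (without 145 d replicate 1 and 80 d replicate 1). In brainstem, with the dim area of 1 newborn array left out after normalization, 767 genes changed, of which 604 were among the 628 and 78.7% were higher after birth. The other probes of that array kept their raised values. Without the whole array, newborn replicate 4, 636 genes changed, of which 372 were among the 628 and 55.5% were higher. In hypothalamus the processed signal scaled to the 75th percentile called 502 genes, 42.6% of them higher after birth against 63.4% of the 325, and the slide as a block called 712. Changes were ranked only among genes with a symbol that passed and whose arrays at the ages compared did not overlap. The largest changes in cortex were those of CHI3L1 (1.45), VDUP1 (1.44), ABCB1 (0.85) and EDN1 (-0.83), with GLUT-1 at -0.53. In brainstem they were those of OVAR (2.03, where 1 of its 2 probes is missing on newborn replicate 2 and the probes alone changed by 1.55, the brighter one, with a limma adjusted p of 0.0727, and 1.99), CHI3L1 (1.60), HSP70.1 (1.38), VEGFA (-1.01), HSD11B1 (-0.95, 1 of its 2 probes in the dim area) and TGFB2 (-0.87). In hypothalamus they were those of ISG15 (2.48), OVAR (2.47), PSMB8 (1.66), AQP4 (-3.32, with newborn values far apart), GAPDH (-1.24) and ATP5PD (-1.22). Adjusted p values of these changes ranged from 0.00346 to 0.0498, and GLUT-1, at 0.0498, did not pass in any of 10 other settings. When single arrays were left out, CHI3L1 in brainstem, HSP70.1 and VEGFA passed each time, and each of the other changes named here missed the threshold without at least 1 of the arrays. Without newborn replicate 2 in hypothalamus ISG15 rose by 1.80 (adjusted p = 0.125 from limma), and without newborn replicate 1 there AQP4 fell by 1.57.

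Of the hematopoietic markers named in the text, CD1D, CD5, CD81, CD9 and ITGAM have named probes. The mean of these 5 genes rose during fetal life, from 80 d to 145 d, by 0.74 in cortex, 0.65 in brainstem, 0.49 in hippocampus and 0.96 in hypothalamus on the log2 scale. Relative to all other genes this rise passed in cortex and hypothalamus (camera, adjusted p = 0.0138 and 0.000814) and not in brainstem and hippocampus (0.0523 and 0.415), and fry called it in cortex, brainstem and hypothalamus. From 145 d to 1 d after birth the mean rose by a further 0.29, 0.26, 0.11 and 0.29 in cortex, brainstem, hippocampus and hypothalamus, which by camera in limma passed in cortex (adjusted p = 0.00111) and not in the other regions (adjusted p = 0.0738, 0.0929 and 0.24). In hippocampus this step was -0.15 without 145 d replicate 4. Under fry it passed in cortex and brainstem, at an adjusted p of 0.0073 in each.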

Interestingly, genes related to hematopoiesis increased in expression during fetal life, but genes related to immune system activation and antigen presentation are strongly induced after birth (Figure 3A). These genes are those encoding for the mayor histocompatibility complex class I and II; such as HLA-B and B2M (class I) or CD74, HLA-DMA and HLA-DRB1 (class II), or genes encoding for components of the immunoproteosome necessary to process class I MHC peptides, such as PSMB8 and PSMB10.

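Of the genes listed, B2M and PSMB8 have named probes. In cortex B2M (2 probes) went from 12.57 ± 0.52 at 80 d to 14.00 ± 0.22 at 145 d and 16.01 ± 1.27 at 1 d after birth (log2 scale, SD, n = 4), and PSMB8 (1 probe) from 7.16 ± 0.14 to 7.25 ± 0.09 and 8.68 ± 1.05. From 145 d to 1 d after birth B2M rose by 2.01 in cortex, 0.94 in brainstem, 2.27 in hippocampus and 1.25 in hypothalamus. None of these changes passes the threshold over all genes (adjusted p = 0.147, 0.221, 1 and 0.123 from limma), and the SD of the newborn arrays was 0.76 to 2.12. In brainstem the newborn mean of B2M rests on 3 arrays. PSMB8 rose by 1.43, 1.24, 1.48 and 1.66 in the same order, with an adjusted p of 0.0389 in hypothalamus and 0.214, 0.0603 and 1 in cortex, brainstem and hippocampus. Without newborn replicate 2 the rise of PSMB8 in hypothalamus was 1.15 (adjusted p = 0.0969 from limma), and without newborn replicate 1 that of B2M in cortex was 2.56 (adjusted p = 0.00907). For both genes in cortex and brainstem and for PSMB8 in hypothalamus every newborn array was above every 145 d array (exact permutation test, two-sided p = 0.0286 each, with 4 arrays against 4, or 3 against 4 for B2M in brainstem). B2M in cortex had also risen from 80 d to 145 d, by 1.43 (adjusted p = 0.0334). The mean of the 2 genes rose by 1.72, 1.09, 1.87 and 1.46, and relative to all other genes it passed in cortex, hippocampus and hypothalamus (camera, adjusted p = 0.000211, 0.000678 and 0.0141) and not in brainstem (0.0511). Under fry it passed in all 4 regions, at an adjusted p of 0.0149 in brainstem. With camera's estimated correlation it passed in cortex and hippocampus, at an adjusted p of 0.0282 and 0.039. It did not pass in brainstem and hypothalamus (0.125 and 0.114).

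HLA-B, CD74, HLA-DMA and HLA-DRB1 have no probe with that name, but the files describe 15 probes as MHC class I and 11 as class II. The mean of the 14 class I genes rose from 145 d to 1 d after birth by 2.49 in cortex, 1.19 in brainstem, 2.14 in hippocampus and 2.06 in hypothalamus (camera in limma, adjusted p = 3.11e-25, 5.22e-05, 5.69e-24 and 2.89e-11). That of the 10 class II genes rose by 1.45, 0.95, 1.35 and 1.01 (adjusted p = 5.03e-08, 0.0106, 2.83e-09 and 0.00317), and without newborn replicate 2 it did not pass in brainstem (0.54, adjusted p = 0.18) and hypothalamus (0.55, adjusted p = 0.0707). Under fry the class I rise passes in all 4 regions and the class II rise in cortex and hippocampus, at an adjusted p of 0.0384 in each. With camera's estimated correlation the class I rise passes in cortex and hippocampus, at an adjusted p of 0.011 in each, and not in brainstem and hypothalamus (0.172 and 0.0541), and the class II rise passes in hippocampus alone (0.0253). These probes resemble each other and cannot be counted as independent genes. Class I genes had also risen before birth, by 1.17 in hippocampus to 1.47 in brainstem from 80 d to 145 d (camera in limma, adjusted p of 0.000834 to 0.0184), but under fry this passes in brainstem alone (0.0303) and with the estimated correlation in no region (lowest adjusted p 0.69). Class II genes had risen by 0.13 in cortex, 0.50 in brainstem and 0.20 in hypothalamus, while in hippocampus they fell by 0.32, and none of these changes passed camera. At 120 d 1 array in each region stood above the other arrays of its group. From genes of hematopoiesis that increased during fetal life and genes of immune activation and antigen presentation that were induced after birth, the paper proposes a regulated development of the immune system in the fetal brain.

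**Figure D3:**
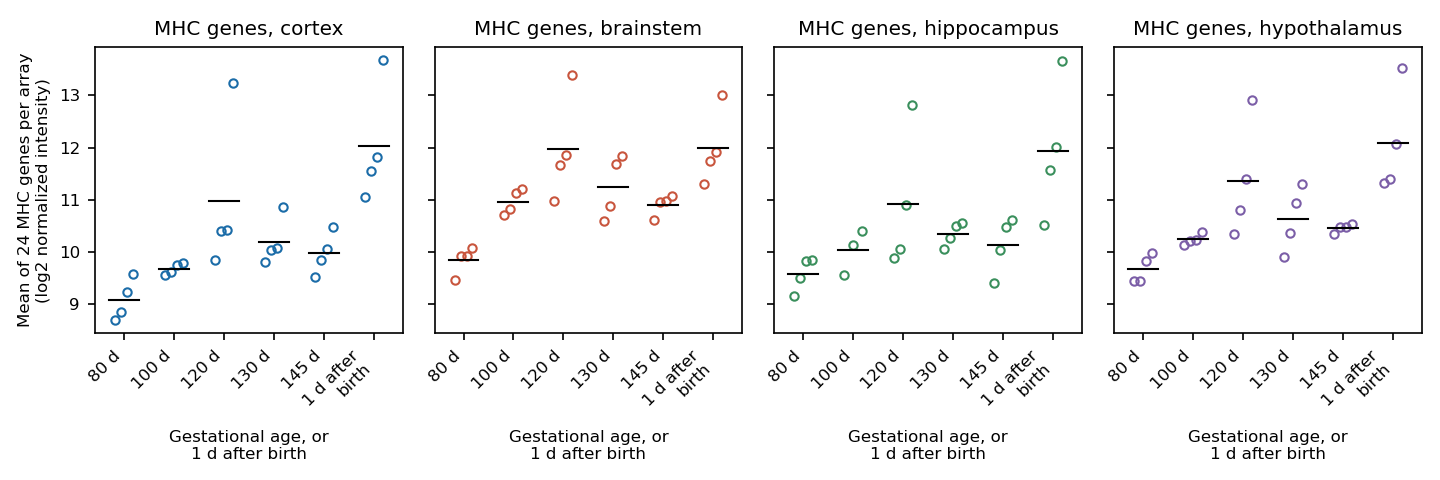
Mean of 24 MHC genes (class I and class II) on each array (vertical axis, log2 normalized intensity) by gestational age or 1 d after birth (horizontal axis) in cortex, brainstem, hippocampus and hypothalamus. Each circle is 1 array and each line the mean of a group. The highest array at 120 d lies at 13.23 in cortex, 13.40 in brainstem, 12.81 in hippocampus and 12.92 in hypothalamus, and the next highest at 10.42, 11.85, 10.91 and 11.39.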

**Figure 3:**
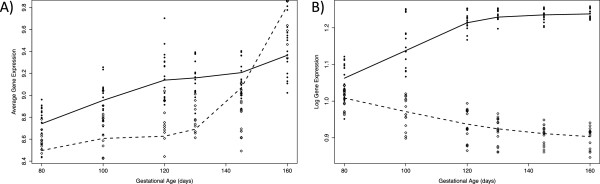
**Trajectories of gene expression for immune related genes. (A)** Genes related with the hematopoietic lineage are increased in expression along fetal age and first day of extrauterine life –day 160-(solid line, filled circles). Genes related with immune system activation are strongly induced after birth (dashed line, open diamond). **(B)** Opposite trajectory expression of CD24 gene (dashed line, open diamond) and MBP gene (solid line, filled circle).

Therefore, these results suggest a regulated development of the immune system in the fetal brain. In agreement with this concept, mRNA expression of genes markers for mature T-cells including the three chains of the CD3 marker (CD3G-CD3E-CD3D) were strongly increased after birth in the ovine fetal hippocampus, when measured by RT-PCR (Additional file 9: Figure S7), rising the possibility that T cells are present in the fetal brain.

Circulating lymphoid cells could trespass the relatively permeable blood brain barrier (BBB) during fetal life and reach the brain parenchyma [19]. If any of these cells escape central tolerance, it is possible for them to react against highly antigenic self-proteins which are produced at increasing rate in late gestation, such as the highly antigenic myelin basic protein (MBP) causing the autoimmune demyelinating disease of the CNS known as multiple sclerosis or in the animal model, experimental autoimmune encephalitis (EAE) [20].

Expression of MBP gene was strongly positively correlated with fetal age for all brain regions. Correlations ranged from 0.87 in hippocampus to 0.92 in cortex, with an average of 0.893. The gene encoding for MBP was one of the top positive correlated modules for all brain regions but also showed a strong increasing mRNA expression measured by RT-PCR in the ovine fetal cortex (Additional file 10: Figure S8A). Consequently, resident cells of the CNS should be able to counteract the action of potential auto-reactive lymphocytes.

Remarkably, an immune marker gene that was part of the top negatively correlated modules for all brain regions was CD24. Correlations of this gene with fetal age ranged from -0.83 in hippocampus to -0.98 in cortex (average -0.895). Thus, the expression trajectory for this gene was the opposite of MBP (Figure 3B). mRNA expression of this gene, as measured by RT-PCR in ovine fetal cortex was dramatically decreased with fetal age (Additional file 10: Figure S8B). CD24 is a surface glycoprotein that is strongly expressed by immature B- and T- lymphocytes, but which disappears from T cell surface as T cell mature. However, activation of T cells resulted in a rapid induction of CD24 expression [21]. CD24 is also expressed on resident cells of the CNS [22] and it is able to inhibit the proliferation of immature neurons [23].

Expression of CD24 in both T cells and non-T host cells is required for the development of EAE [24]. Expression of CD24 in T cells actively inhibits clonal deletion (necessary for central tolerance) allowing the expansion of autoreactive T cells [25]. Expression of CD24 in the CNS resident cells, including microglial cells and astrocytes, costimulates myelin antigen specific T cells and promotes their effector function, promoting the autoimmune inflammation in the CNS [26]. Taken together, these data imply that CD24 is involved in the autoimmune reaction to myelin antigens.

Microglia cells are able to acquire a dendritic cell phenotype and mediate peripheral tolerance to avoid progression of EAE [27]. Moreover, protection from EAE development, mediated by dendritic cells, was exclusively associated with low expression of CD24, when compared to EAE controls [28]. Thus, we speculated that the strong downregulation of CD24 with advancing fetal age results in a tolerance mechanism necessary to avoid an autoimmune reaction to myelin antigens, such as MBP, which could be related to the susceptibility to this type of disease later in life.

Accordingly, genes related with immune tolerance followed a pattern of increasing expression in late gestation. The Fc fragment of IgG, low affinity IIb, receptor (FCGRIIB) for example, is an inhibitory receptor on myeloid cells that can regulate T cell tolerance and promotes T-regulatory cell induction by increasing interleukin 10 (IL10) production [29, 30]. Both IL10 and transforming growth factor, beta 1 (TGFb), another cytokine involved in T-regulatory cell induction, showed an increased expression in the cortex with fetal age as measured by microarray and qRT-PCR (Additional file 10: Figure S8C).

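In cortex IL10 (2 probes) rose from 6.77 ± 0.12 at 80 d to 7.21 ± 0.12 at 145 d and 7.51 ± 0.34 at 1 d after birth (log2 scale, SD, n = 4). Its change from 80 d to 145 d was 0.44 (standard error 0.12, adjusted p = 0.00457 from limma) and that to 1 d after birth 0.74 (adjusted p = 2.64e-05). TGFB1 (1 probe) rose from 6.99 ± 0.17 at 80 d to a highest mean of 7.62 ± 0.12 at 130 d and was 7.37 ± 0.13 at 145 d and 7.50 ± 0.21 at 1 d after birth. Its change from 80 d was 0.38 at 145 d (standard error 0.10, adjusted p = 0.00457) and 0.50 at 1 d after birth (adjusted p = 0.000347). Every newborn array lay above every 80 d array for both genes. Both are dim genes, whose changes are narrowed by the offset of the background correction. With the processed signal scaled to the 75th percentile of each array, the changes from 80 d to 1 d after birth were 2.53 for IL10 and 1.54 for TGFB1. FCGR2B (1 probe) lay at the limit of detection, with 0 of 4 arrays well above background at 80 d and all 4 at 145 d. Its mean at 145 d was at least 1.08-fold higher than at 80 d, where the level of a probe that is not well above background counts as a bound. The bound is the higher of its own signal and the lowest signal among the probes well above background on that array. By the F test FCGR2B did not pass (adjusted p = 0.15). Its log2 change from 80 d to 1 d after birth passed with the scaled processed signal (1.93, adjusted p = 0.000113 from limma). That size is not a measured one, since no array at 80 d was well above background. The correlation with age was r = 0.819 for IL10 (rho = 0.849), 0.691 for TGFB1 (rho = 0.666) and 0.541 for FCGR2B (rho = 0.504), with adjusted permutation p of r of 3.8e-05, 0.000434 and 0.0134. Within slides r was 0.894 to 0.92 for IL10, 0.577 to 0.795 for TGFB1 and 0.537 to 0.661 for FCGR2B, and over the fetal arrays alone it was 0.82, 0.727 and 0.634.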

## Conclusions

This study provides insight into the dramatic changes in gene expression that take place in the brain during the fetal life, especially during the last stage of gestation.

Results from the present study propose a regulated development of the immune system in the ovine fetal brain. This concept implies induction of tolerance mechanisms, to protect fetal myelin from a possible autoimmune attack, and activation of the immune response after birth, which could be part of the physiological adaptation of the newborn for the extrauterine life. These findings could provide the basis for new investigation in this area, in order to understand key regulators of fetal brain development.

## Methods

### Tissue collection

Tissues were collected from fetuses at 80 (80 d, *n* = 4), 96–100 (100 d, *n =* 4), 120 (120 d, *n* = 4), 130 (130 d, *n* = 4), and 142–144 (145 d, *n =* 4) days of gestation and on the first (1 d, *n =* 4) day after delivery. Each group included one set of twin fetuses. None of the ewes showed any signs of impending labor. For collection of fetal tissues, ewes were killed with 20 ml of Euthasol solution (7.8 g pentobarbital and 1 g phenytoin sodium; Virbac AH, Fort Worth, TX) administered intravenously, the fetus was quickly removed, and the fetal brain was removed. Brain dissection was performed immediately, using sterile instruments and gloves. First, the head was separated from the backbone cutting cranial to the axis of the vertebrae. Second, the posterior cranial bones were separated using forceps. With a scalpel we cut the pituitary stalk and optic nerves to release the brain, which was then deposited onto a sterile container or surface. Holding the brain upside down, the hypothalamus was dissected, followed by both hippocampi and the brainstem. Finally, a section of the frontal cortex was dissected. Fetal tissues were rapidly frozen in liquid nitrogen and stored at -80°C.

The use of animals in this project was approved by the University of Florida Institutional Animal Care and Use Committee.

### RNA extraction and preparation

RNA was extracted from the cortex, hippocampus, hypothalamus and brainstem using Trizol (Invitrogen, Carlsbad, CA) and following the manufacturer’s directions. The RNA was resuspended in RNAsecure, and stored at -80°C in aliquots until use. For microarray analysis, 20 ug of RNA was DNase treated using the Turbo RNase-free DNase kit (Ambion, Foster City, CA), the concentration determined with a Nanodrop spectrophotometer (ND-1000, ThermoFisher, Wilmington DE) and the integrity of the RNA was measured using an Agilent Bioanalyzer, 2100 model. One μg of the DNase-treated RNA was labeled with Cyanine 3 (Cy3) CTP with the Agilent Quick Amp kit (5190–0442, New Castle, DE) according to their methodology, purified with the Qiagen RNeasy kit (Valencia, CA) as according to Agilent’s revision of the Qiagen protocol as shown in the Quick Amp kit protocol except that the microcentrifugation spins were performed at room temperature instead of 4°C. The resulting labeled cRNA was analyzed with the Nanodrop spectrophotometer, and the specific activities and the yields of the cRNAs were calculated. The labeled cRNA was stored at -80°C until use.

### Microarray hybridization

This was performed following protocols from Agilent. Briefly, 600 ng of each labeled cRNA was fragmented and then mixed with hybridization buffer using the Agilent gene expression hybridization kit. These were applied to sheep 8 × 15 K array slides (Agilent 019921), containing 8 arrays with 15,208 oligomers with a length of 60 bases and hybridized at 65°C for 17 h at 10 rpm. 

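The files place the arrays of cortex and of brainstem on 3 slides each, and those of hippocampus and of hypothalamus on 4 slides each. In hippocampus and hypothalamus the fourth slide was read in a second scan, with 8 hippocampus arrays and 1 hypothalamus array on it. Every slide with more than 1 array held several ages, so that age and slide can be told apart. With each age group centred on its mean, differences between slides made up 28.9% of the variance within groups in cortex, 12.8% in brainstem, 36.7% in hippocampus and 23.4% in hypothalamus. When the slides were shuffled within each region 99 times, the median share was 9.02, 8.57, 11.7 and 12.7% in the same order, and a share as large as the observed one came up 4 times in brainstem and 0 times in each of the other regions.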

A total of 3 slides (24 arrays) were employed per each brain region (six gestational ages times four replicates per gestational age). The arrays were washed, dried, stabilized, and scanned with an Agilent G2505B 2 dye scanner at the Interdisciplinary Center for Biotechnology Research at the University of Florida. Features were extracted with Agilent Feature extraction 9.1 software.

### Microarray data

The limma package was employed to import the raw data into R (http://www.r-project.org), perform background correction and normalize the data using the quantile normalization method [31]. Control probes and low expressed probes were filtered out, retaining for further analysis the probes that were at least 10% brighter than the negative controls on at least four arrays.

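Applied within each region to probes at least 1.1 times as bright as the 95th percentile of the negative controls on at least 4 of its arrays, this filter kept 13244 probes in cortex, 13127 in brainstem, 13485 in hippocampus and 13708 in hypothalamus. After averaging by gene name these gave 12717, 12579, 12950 and 13061 genes. The authors' deposited table of normalized log2 values holds fewer probes, for the same 95 arrays. Each of its columns correlated best with the values computed here for the same array (lowest correlation 0.9992, across probes).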

### Statistical analysis

The Bayesian Estimation of Temporal Regulation (BETR) algorithm was used to identify the differentially expressed genes (DEG) for each brain region at a False Discovery Rate (FDR) < 0.05. 

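In place of BETR, the 5 later ages were compared with 80 d by limma's moderated F test with Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 5889 genes changed with age in cortex (46.3% of those tested), 5202 in brainstem (41.4%), 391 in hippocampus (3.02%) and 2057 in hypothalamus (15.7%). Of these, 2774 in cortex were higher 1 d after birth than at 80 d and 3115 were lower. The numbers higher and lower were 2504 and 2698 in brainstem, 196 and 195 in hippocampus, and 973 and 1084 in hypothalamus. The choice that moved these counts most was the threshold. At an adjusted p under 0.0001, 2132, 1005, 40 and 272 genes changed in cortex, brainstem, hippocampus and hypothalamus. The median standard error of a log2 difference between groups of arrays at 145 d and 1 d after birth was 0.12 in cortex, 0.15 in brainstem, 0.32 in hippocampus and 0.18 in hypothalamus. When genes changed by 1 on the log2 scale were simulated at the spread of each region, the F test called 91% of them in cortex, 85% in brainstem, 40% in hippocampus and 69% in hypothalamus. The simulation shifted a small part of the genes, in the newborn group alone, with noise independent between genes. The measured arrays share deviations over many genes, so these shares are only a guide.

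Among genes with a symbol whose arrays at the ages compared did not overlap, the largest rise in cortex from 80 d to 1 d after birth was that of TF, from 8.95 ± 0.39 to 14.76 ± 0.67 on the log2 scale (SD, n = 4). Its log2 change was 5.82 (standard error 0.47, adjusted p = 2.23e-09 from limma). PTGDS rose by 5.47 and OVAR, the files' name for ovine MHC class I, by 4.09, while BCL2 fell by 2.57, YBX1 by 2.37 and ODC1 by 1.74. In brainstem the largest rise was that of CRYAB, from 10.56 ± 0.39 to 15.22 ± 0.31 (SD, n = 4), a log2 change of 4.65 (standard error 0.21, adjusted p = 2.86e-12 from limma). OVAR followed with 3.46 (2.92 and 3.47 for its 2 probes alone, of which 1 is missing on 1 newborn array) and NKX6.1 with 3.39, and NEUROD1 fell by 4.48, PRL by 4.08 and SERPINA1 by 3.00. Hippocampus was led by TF (log2 change 6.36, standard error 0.89, adjusted p = 0.000139 from limma), CRYAB with 4.68 and PTGDS with 4.42, and NPVF fell by 2.78, PTGFR by 2.45 and YBX1 by 2.40. In hypothalamus TF rose by 5.63, CRYAB by 4.21 and GFAP by 3.94 on the log2 scale. AQP4 fell by 3.05 there, but its 3 newborn values ranged from 8.94 to 14.2, and an exact permutation test gives a two-sided p of 0.1 at best with 3 arrays against 3. In the authors' deposited table of normalized values AQP4 fell by 2.33 and did not pass the threshold (adjusted p = 0.059 from limma). YBX1 fell by 2.00 (2.06 and 2.42 for its 2 probes alone, of which 1 is missing on 1 newborn array) and GRP by 1.85 in hypothalamus.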

The first gestational age (80 days) was considered as baseline measurement and compared to the subsequent time points, to correlate the differential expression between time points. The algorithm was applied using the BETR package for R software. A detailed explanation of the mathematical model can be found in Aryee et al. [32]. This method returns the probabilities of differential expression for each gene in the data set. Genes with a probability higher than 99.99% were considered as DEG.

### Supervised weighted gene co-expression network analysis (WGCNA)

The DEG for each brain region was subjected to signed-WGCNA. Rows of each data set were collapsed forming an average expression of the genes with the same official symbol, in order to obtain unique identifiers for each gene in the working data set. The automatic method was employed for block-wise network construction and module detection. The co-expression similarity was raised to a soft thresholding power (β) of 12 to calculate adjacency. The adjacency for the signed network is defined as *a*_*ij*_ = |(1 + cor(*x*_*i*_*,x*_*j*_))/2|^β^ [33]. The resulting modules for each network were related with the gestational age to identify modules, or clusters, of co-expressed genes with increasing or decreasing expression pattern. Gene significance (GS) was defined as the correlation of *i*-th gene with a temporal pattern. Module membership (MM) was defined as the correlation of the *i-*th gene respects its corresponding module (the higher is the MM the more connected is the *i-*th gene with the other genes of the corresponding modules). The correlation coefficient of MM and GS was measure for each module, plotting MM versus GS. Higher correlation between MM and GS means that genes that are highly associated with the temporal pattern are also the central elements of the given module [33] (Additional file 3: Table S1). Modules that showed the highest correlation between MM and GS, either with increasing pattern (positive GS) or decreasing pattern (negative GS), were selected for Enrichment analysis. The top positively correlated module for each brain region was: the turquoise module for cortex and brainstem, the brown module for hippocampus and the blue module for hypothalamus. The top negatively correlated module for each brain region was: the blue module for cortex and brainstem, the yellow module for hippocampus and the turquoise module for hypothalamus (Additional file 4: Figure S3).

All the analyses were performed with the WGCNA package for R software. More details about the methodology for WGNA for network construction can be found at: http://labs.genetics.ucla.edu/horvath/CoexpressionNetwork/Rpackages/WGCNA/.

### Enrichment analysis

The bioinformatics tool applied for this purpose was WebGestalt (WEB-based GEne SeT AnaLysis Toolkit). This program is designed for functional genomic studies that generate large number of gene list. Then, it organizes the large set of genes based on common functional features, like GO categories or biochemical pathways [8]. The list of human official symbols for the genes composing the top modules for each network was submitted for enrichment biological processes and KEGG pathway analysis, selecting H. Sapiens as the organism of interest. The statistical method employed was the hypergeometric test, adjusting the p-values for Benjamini & Hochberg method, selecting the minimun of 5 genes per category and using the human genome as reference set. Significantly enriched Kegg pathways (p < 0.01) were compared to identify common enriched pathways between all brain regions.

### Network analysis

A gene network was constructed for each brain region using CytoScape version 3.0 [13] through the GeneMania plugin [14], which was used to infer network data. The set of functional association data between genes was downloaded from the Homo sapiens database. The list of human official symbols for the genes of interest was input into the GeneMania plugin to retrieve the corresponding association network. The association data employed was protein-protein and protein-DNA interaction. Then, the resulting networks were merged together using the Merge Networks tool of Cytoscape 3.0.

### Quantitative Real-Time (qRT)-PCR Validation

The mRNA samples extracted from the four brain regions at the six different gestational ages (4 fetuses/gestational age; 96 samples in total) were converted to cDNA with a High Capacity cDNA Archive kit using the methodology recommended by the kit manufacturer (Applied Biosystems, Foster City, Calif., USA). The newly synthesized cDNA was stored at -20°C until qRT-PCR was performed.

A total of 18 genes were selected for further validation by qRT-PCR. The cDNA from corresponding brain region was used to measure the mRNA of the following genes: Brainstem: CD34, CD109, CD44, CD5 and CD9; Hippocampus: CD3 gamma (CD3G), CD3 delta (C3D) and CD3 epsilon (CD3E); Cortex: CSF-1 CSF1R, IL34, CD11B, CD81, FCGRIIB, IL10, TGFB, CD24 and MBP.

Relative expression of selected genes were determined using primers (Sigma-Aldrich, St Louis, MO) and Sybr Green PCR Master Mix (Applied Biosystems, Foster City, CA). Primers were designed with Primer Express software (Applied Biosystems. Primers for CD109, CD44, CSF1, CSF1R, IL34, CD24 and MBP were designed from the corresponding bovine mRNA. Primers for CD34, CD5, CD9, CD3G, CD3D, CD3E, CD81, CD11B, FCGR2B, IL10 and TGFB were designed from the ovine mRNA. Primers sequences and accession numbers are reported in Additional file 11: Table S3. All primer pairs had efficiencies greater than 95%. The abundance of B-actin mRNA was determined in each brain region sample, using primers and VIC Taqman probes designed from the ovine B-actin sequence and Taqman qRT-PCR master mix (Applied Biosystems, Foster City, CA). All samples were run in triplicate for each gene and for B-actin. Relative mRNA expression of each gene was calculated by determining change in threshold cycle (ΔCt) between the mean Ct for each gene and the mean Ct for B-actin mRNA from the same sample. The effect of gestational age on each gene was analyzed by ANOVA using the ΔCt values. Pairwise comparisons among gestational age means were done by Duncan’s procedure. Data were graphed as the mean fold change in mRNA relative to the 80d group; fold change in each sample was calculated as 2^-ΔΔCt^, where ΔΔCt is the difference between ΔCt in each sample and the mean ΔCt in the control group. For all statistical analyses, the criterion for achieving statistical significance was P < 0.05.

## Electronic supplementary material

Additional file 1: Figure S1: Venn Diagram of the number of differentially expressed genes (DEG) in the ovine fetal brain. DEG were selected as those following a temporal profile during the last stage of gestation in different regions of the ovine fetal brain.

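Over the 12180 genes tested in all 4 regions, 246 changed with age in each region, where 13 would be expected if the calls of the regions were independent. Of the 246, 115 were higher in every region 1 d after birth than at 80 d, 120 were lower in every region, and 11 differed in direction between regions. A further 1007 genes changed in 3 regions, 2617 in a pair of regions, 4109 in 1 region and 4201 in none at this threshold. Of the genes that changed in 1 region, 2224 did so in cortex, 1702 in brainstem, 2 in hippocampus and 181 in hypothalamus. The low number for hippocampus goes with its larger standard errors, and a gene not called there was not shown to be unchanged. Genes called in both of a pair of regions mostly moved the same way. The share was 98.1% of 359 genes for cortex and hippocampus, 98.0% of 295 for hippocampus and hypothalamus, 95.8% of 336 for brainstem and hippocampus, 90.4% of 1546 for cortex and hypothalamus and 88.4% of 1452 for brainstem and hypothalamus, but 72.7% of 3126 for cortex and brainstem. Genes with a symbol that rose in all 4 regions include TF, CRYAB, GFAP, PTGDS, EAAT2 and MT3, and those that fell include YBX1, LMNB1, CSNK1E and NEUROD1. CX32 rose by 0.62 in cortex, 3.27 in brainstem, 1.61 in hippocampus and 1.91 in hypothalamus on the log2 scale.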

Additional file 2: Figure S2: Weighted gene co-expression network analysis (WGCNA) of the ovine fetal brain. WGCNA identifies modules of co-expressed genes following an increasing or decreasing expression temporal pattern during last stage of gestation in ovine fetal cortex **(A)**, brainstem **(B)**, hippocampus **(C)** and hypothalamus **(D)**. Modules are colored according the number of genes contained in the module. For example, the module’s color is turquoise if contains the largest number of genes.

Additional file 3: Table S1: Modules attributes for each brain region. Modules were determined by weighted gene-coexpression analysis on each brain region of the ovine fetal brain. Gene significance (GS) with the temporal pattern (Gestational Age) and module membership (MM) on each module (and respective p-value) was determined for each differentially expressed gene.

Additional file 4: Figure S3: Relationship between modules identified in weighted gene co-expression networks and fetal age. The modules were determined in fetal cortex **(A)**, brainstem **(B)**, hippocampus (C) and hypothalamus **(D)**. Positive correlations are showed in red and negative correlations in blue. The stronger the color the higher the correlation index.

Additional file 5: Figure S4: Module membership versus gene significance plots. Modules composed by highly connected genes with the highest positive or negative correlation with gestational age and the respective dendrogram, identified en network analysis from the ovine fetal cortex **(A)**, brainstem **(B)**, hippocampus **(C)** and hypothalamus **(D)**. Each plot is colored according the corresponding module.

Additional file 6: Table S2: Enriched biological processes (BP) in the fetal brain during the last stage of gestation. These BP were significantly enriched with the co-expressed genes forming part of the top modules with highest positive correlation with fetal age in each of the ovine fetal brain regions (i.e., strongly increasing in expression toward the first day of extra-uterine life).

Additional file 7: Figure S5: qRT-PCR validation for CD34, CD109, CD44, CD5 and CD9. Gene expression of CD34, CD109, CD44, CD5 and CD9 measured by microarray at 80, 100, 120, 130, 145 days of gestation and 1 day of extra-uterine life and corresponding fold changes in mRNA concentration relative to 80 days, measured by qRT- PCR in samples from ovine fetal brainsteam. Data are fold differences relative to mean expression at 80d. a - different from 80d values; b - different from 100d values; c - different from 120d values; d - different from 130d values; e - different from 145d values; f – different from 1d of extra-uterine life values. For all statistical comparisons, P < 0.05 was used as the criterion for significance.

Additional file 8: Figure S6: qRT-PCR validation for CSF1R, CSF1, IL34, CD11b and CD81. Gene expression of CSF1R, CSF1, IL34, CD11b and CD81 measured by microarray at 80, 100, 120, 130, 145 days of gestation and 1 day of extra-uterine life and corresponding fold changes in mRNA concentration relative to 80 days, measured by qRT- PCR in samples from ovine fetal cortex. Data are fold differences relative to mean expression at 80d. a - different from 80d values; b - different from 100d values; c - different from 120d values; d - different from 130d values; e - different from 145d values. For all statistical comparisons, P < 0.05 was used as the criterion for significance.

Additional file 9: Figure S7: qRT-PCR validation for CD3G, CD3D and CD3E. Gene expression of CD3G, CD3D and CD3E measured by microarray at 80, 100, 120, 130, 145 days of gestation and 1 day of extra-uterine life and corresponding fold changes in mRNA concentration relative to 80 days, measured by qRT- PCR in samples from ovine fetal hippocampus. Data are fold differences relative to mean expression at 80d. a - different from 80d values; b - different from 100d values; c - different from 120d values; d - different from 130d values; e - different from 145d values. For all statistical comparisons, P < 0.05 was used as the criterion for significance.

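In hippocampus CD3E (2 probes) went from 7.17 ± 0.19 at 80 d to 7.60 ± 0.24 at 145 d and 8.24 ± 0.59 at 1 d after birth (log2 scale, SD, n = 4). CD3D (2 probes) went from 6.87 ± 0.14 to 6.98 ± 0.18 and 7.66 ± 0.61. CD3G (1 probe) was not well above background on any array at 80 d or 145 d and was well above it on 3 of 4 newborn arrays, where its mean was 7.57 ± 1.18. The log2 change from 80 d to 1 d after birth was 1.07 for CD3E (standard error 0.30, adjusted p = 0.0378 from limma) and 0.79 for CD3D (standard error 0.25, adjusted p = 0.0699). For CD3G it was 1.03 (standard error 0.43, adjusted p = 0.205), and its newborn mean was at least 2.01-fold higher than its bound at 145 d. The change of CD3E does not pass with the slide or the replicate number as a block (adjusted p = 0.0868 and 0.0647) or without newborn replicate 1 (0.78, adjusted p = 0.145). With the processed signal scaled to the 75th percentile, limma passed CD3D (2.19, adjusted p = 0.036) and CD3G (4.24, adjusted p = 0.0253). The sizes given for CD3G are not measured ones, since no array at 80 d or 145 d was well above background. From 145 d to 1 d after birth the changes of 0.65, 0.67 and 1.02 for CD3E, CD3D and CD3G were not larger than the error after adjustment over all genes (adjusted p = 1 for each), although every newborn array exceeded every 145 d array for CD3E (exact permutation test, two-sided p = 0.0286, n = 4 and 4). By the F test over all ages none of the 3 genes passed, either over all genes (adjusted p = 0.383, 0.444 and 0.749 for CD3E, CD3D and CD3G) or adjusted over the list alone (0.054, 0.0608 and 0.14). The correlation with age over the 23 arrays was r = 0.557 for CD3E (rho = 0.554, adjusted permutation p of r 0.0106), 0.5 for CD3D (rho = 0.521, adjusted p 0.0182) and 0.353 for CD3G (rho = 0.257, adjusted p 0.108). Within the first scan of 15 arrays r was 0.618, 0.518 and 0.299, and within the second scan of 8 arrays, which holds no 80 d array, it was 0.119, 0.683 and 0.498. Over the fetal arrays alone r was 0.445, 0.236 and 0.13.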

Additional file 10: Figure S8: qRT-PCR validation for MBP, CD24, FGRIIB, IL10, and TGFB. Gene expression of MBP **(A)**, CD24 **(B)** and FGRIIB, IL10, TGFB **(C)** measured by microarray at 80, 100, 120, 130, 145 days of gestation and 1 day of extra-uterine life and corresponding fold changes in mRNA concentration relative to 80 days, measured by qRT- PCR in samples from ovine fetal cortex. Data are fold differences relative to mean expression at 80d. a - different from 80d values; b - different from 100d values; c - different from 120d values; d - different from 130d values; e - different from 145d values. For all statistical comparisons, P < 0.05 was used as the criterion for significance.

Additional file 11: Table S3: Sequences of primers and probes for real-time PCR analysis.

# Supplementary material for: Transcriptomics of the late gestation ovine fetal brain: modeling the co-expression of immune marker genes
**Source:** BMC Genomics. 2014 Nov 19;15(1):1001. doi: 10.1186/1471-2164-15-1001

**A**

Module-Fetal Age Relationship

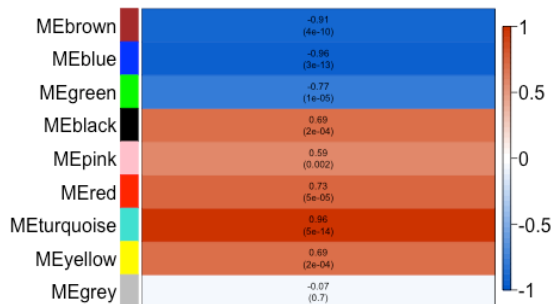**B**

Module-Fetal Age Relationship

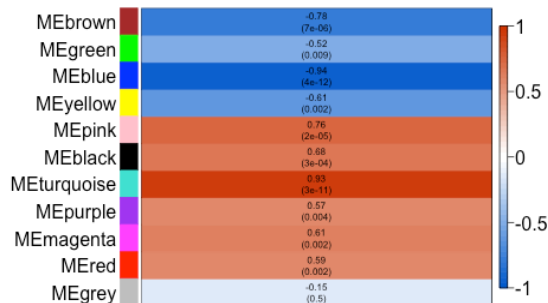**C**

Module-Fetal Age Relationship

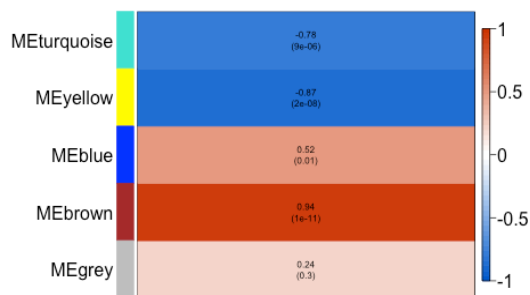**D**

Module-Fetal Age Relationship

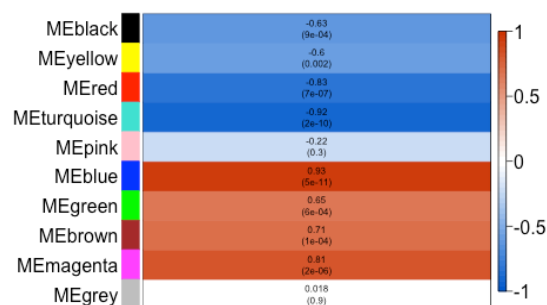

**Supplement:** Supplementary file 4 — Additional file 4: Figure S3: Relationship between modules identified in weighted gene co-expression networks and fetal age. The modules were determined in fetal cortex (A), brainstem (B), hippocampus (C) and hypothalamus (D). Positive correlations are showed in red and negative correlations in blue. The stronger the color the higher the correlation index.

# Supplementary material for: Transcriptomics of the late gestation ovine fetal brain: modeling the co-expression of immune marker genes
**Source:** BMC Genomics. 2014 Nov 19;15(1):1001. doi: 10.1186/1471-2164-15-1001

Microarray expression

CD34

mRNA expression (qRT-PCR)

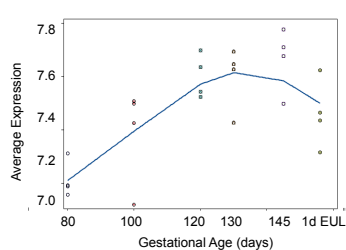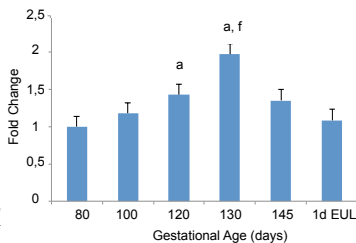

Microarray expression

CD5

mRNA expression (qRT-PCR)

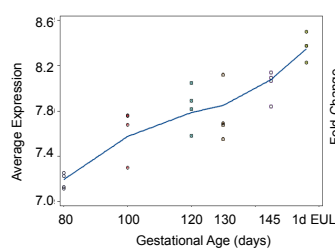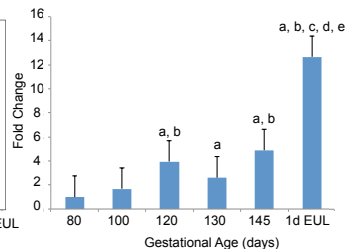

CD109

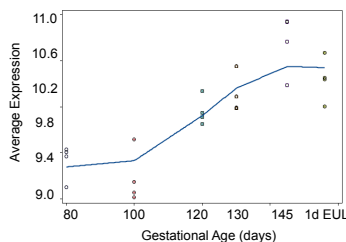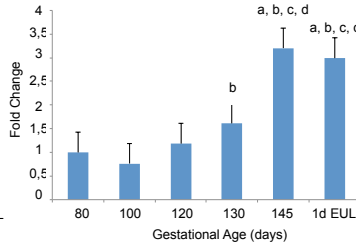

CD9

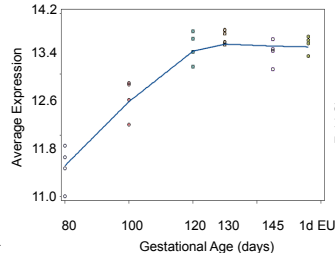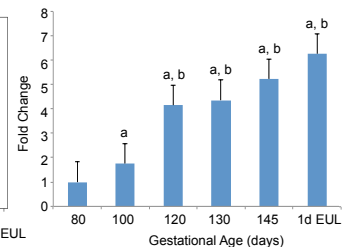

CD44

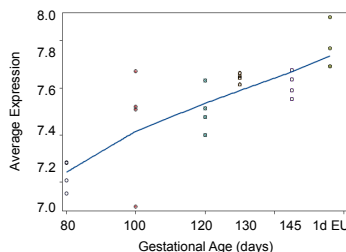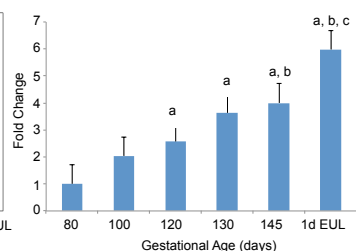

**Supplement:** Supplementary file 7 — Additional file 7: Figure S5: qRT-PCR validation for CD34, CD109, CD44, CD5 and CD9. Gene expression of CD34, CD109, CD44, CD5 and CD9 measured by microarray at 80, 100, 120, 130, 145 days of gestation and 1 day of extra-uterine life and corresponding fold changes in mRNA concentration relative to 80 days, measured by qRT- PCR in samples from ovine fetal brainsteam. Data are fold differences relative to mean expression at 80d. a - different from 80d values; b - different from 100d values; c - different from 120d values; d - different from 130d values; e - different from 145d values; f – different from 1d of extra-uterine life values. For all statistical comparisons, P < 0.05 was used as the criterion for significance.

# Supplementary material for: Transcriptomics of the late gestation ovine fetal brain: modeling the co-expression of immune marker genes
**Source:** BMC Genomics. 2014 Nov 19;15(1):1001. doi: 10.1186/1471-2164-15-1001

### CSF1R

Microarray expression

mRNA expression (qRT-PCR)

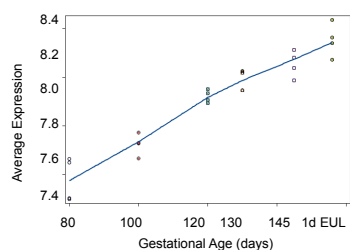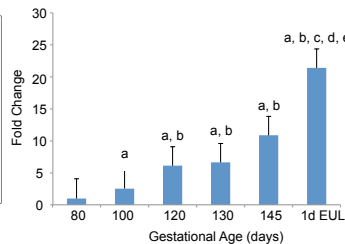

### CD11b

Microarray expression

mRNA expression (qRT-PCR)

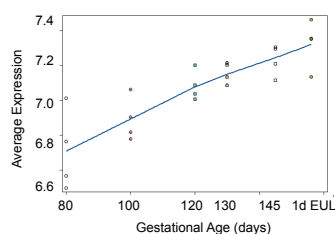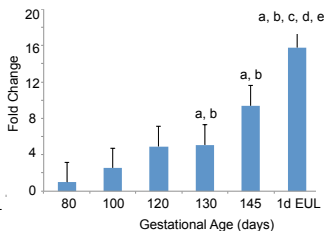

### CSF1

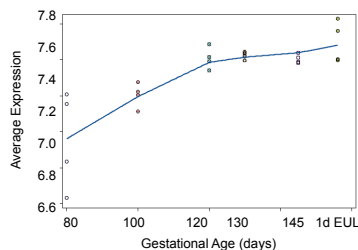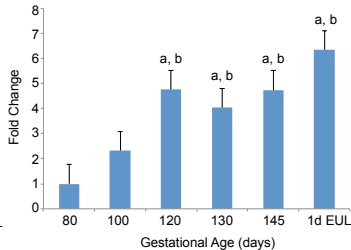

### CD81

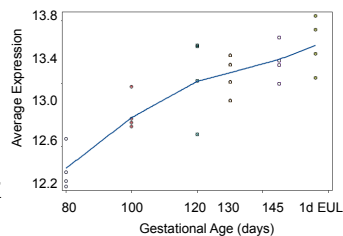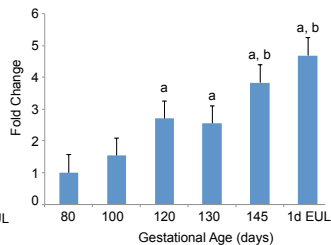

### IL34

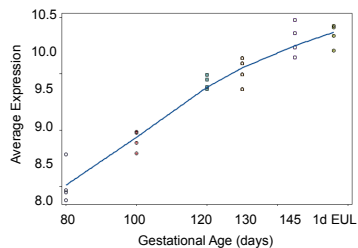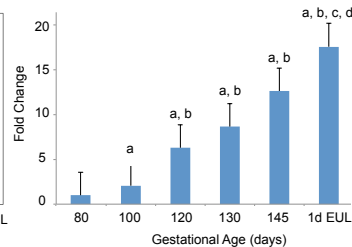

**Supplement:** Supplementary file 8 — Additional file 8: Figure S6: qRT-PCR validation for CSF1R, CSF1, IL34, CD11b and CD81. Gene expression of CSF1R, CSF1, IL34, CD11b and CD81 measured by microarray at 80, 100, 120, 130, 145 days of gestation and 1 day of extra-uterine life and corresponding fold changes in mRNA concentration relative to 80 days, measured by qRT- PCR in samples from ovine fetal cortex. Data are fold differences relative to mean expression at 80d. a - different from 80d values; b - different from 100d values; c - different from 120d values; d - different from 130d values; e - different from 145d values. For all statistical comparisons, P < 0.05 was used as the criterion for significance.

# Supplementary material for: Transcriptomics of the late gestation ovine fetal brain: modeling the co-expression of immune marker genes
**Source:** BMC Genomics. 2014 Nov 19;15(1):1001. doi: 10.1186/1471-2164-15-1001

CD3G

Microarray expression

mRNA expression (qRT-PCR)

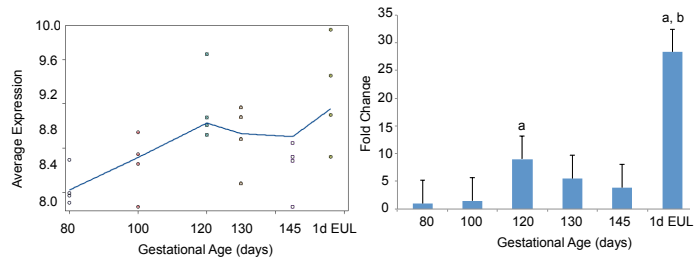

CD3E

Microarray expression

mRNA expression (qRT-PCR)

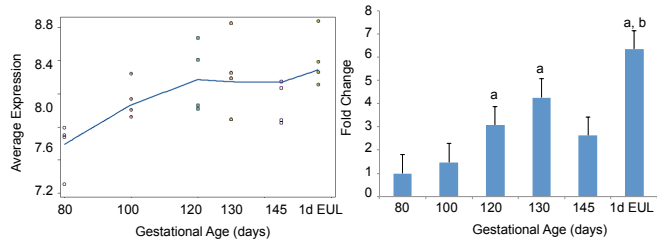

CD3D

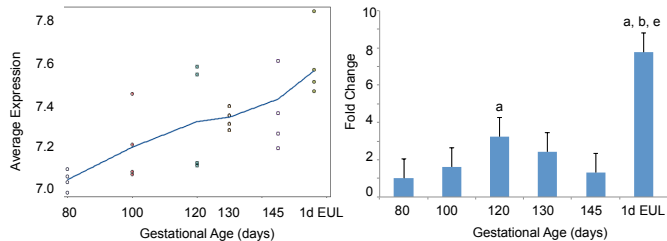

**Supplement:** Supplementary file 9 — Additional file 9: Figure S7: qRT-PCR validation for CD3G, CD3D and CD3E. Gene expression of CD3G, CD3D and CD3E measured by microarray at 80, 100, 120, 130, 145 days of gestation and 1 day of extra-uterine life and corresponding fold changes in mRNA concentration relative to 80 days, measured by qRT- PCR in samples from ovine fetal hippocampus. Data are fold differences relative to mean expression at 80d. a - different from 80d values; b - different from 100d values; c - different from 120d values; d - different from 130d values; e - different from 145d values. For all statistical comparisons, P < 0.05 was used as the criterion for significance.

# Supplementary material for: Transcriptomics of the late gestation ovine fetal brain: modeling the co-expression of immune marker genes
**Source:** BMC Genomics. 2014 Nov 19;15(1):1001. doi: 10.1186/1471-2164-15-1001
**Supplement:** Supplementary file 11 — Additional file 11: Table S3: Sequences of primers and probes for real-time PCR analysis.

### Additional table 3 – Sequences of primers and probes for real-time PCR analysis

| **Gene** | **forward primer** | **reverse primer** | **accession #** |
| --- | --- | --- | --- |
| **oCD34** | TGGAGCCGTGAACTCTTCTGT | CACAAAGCTGATGAGGGTAGAAGAC | XM_004014117 |
| **bCD109** | CACAAGATGCTTCAGTGTCCATAGT | CTGCGCTCTGGAGTTGTAGCT | XM_002690022 |
| **bCD44** | CGGGTTCATAGAAGGGCATGT | TGTTCGCAGCACAGATGGA | NM_174013 |
| **oCD5** | CAGTGTGGCTCCTTCCTGAAG | TTTGGCCTCCTGGCTTTG | NM_173899 |
| **oCD9** | CTGAAGCCATCGACGAGATCT | CCACGGCAATCCCAATACC | NM_001114764 |
| **oCD3G** | ATTGCTGGACAGGAAGGAGTTC | TGGTAGAGCTGGTCATTGTTCAA | X52994 |
| **oCD3D** | ATCGAATGTGCCAGAACTGTGT | GGCAATGATGTCGGTGATGA | NM_001009382 |
| **oCD3E** | GAGGTGGCCACAATCATCGT | TTTCGGCTCTTGCTCCAGTAA | NM_001009418 |
| **bCSF1** | GACTGGAACATTTTCAGCAAGAACT | TCAGGCTTGGTCACCACATC | NM_174026 |
| **bCSF1R** | ACACAAAACTCGCAATCTCTCAAC | TCGAGTTCGAGAGTCAGGACTTT | NM_001075403 |
| **bIL34** | GATTCCTGCGGGACAAGCT | CACCCCCTCATAAGGCACACT | NM_001100324 |
| **oCD11b** | CTCCCTCTGCTCCGTGGAT | TCGCATCTGCTCATAAAAATGG | NM_001082593 |
| **oCD81** | CCTCCTGTATCTGGAGCTTGGA | CAATAAGGATGTAGATGCCCACATA | NM_001127281 |
| **oFCGR2b** | CTGCAGTGGCTGTTGTTGCT | CGGCTGAAATTGGCTTTCTC | NM_001139453 |
| **oIL10** | CCAGGATGGTGACTCGACTAGAC | TGGCTCTGCTCTCCCAGAAC | NM_001009327 |
| **oTGFb** | CAGTAAGGATAACACGCTTCAAGTG | CCGGTTCATGCCGTGAAT | NM_001009400 |
| **bCD24** | GCCCCTCATCCAGCCAAT | GACTGGCTGTTGACTGCAGAGT | GJ060586 |
| **bMBP** | AAAACCCTGTAGTGCACTTCTTCA | CCCTTTCCTTGCGATGGA | NM_001206674 |

How the deposited data were processed for this re-analysis (not part of the article)

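RNA from the cortex, brainstem, hippocampus and hypothalamus of fetal sheep at 80, 100, 120, 130 and 145 d of gestation and of lambs 1 d after birth was measured on 95 one-colour arrays. Each group had 4 arrays, except hippocampus at 100 d with 3. Region, age and replicate number were taken from the sample labels and set beside the groups of the paper's methods. The paper gives 1 set of twins per group without marking the animals, so the twins were not modelled.

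The authors hybridized Cy3-labeled RNA and read each array with scanner software, and the deposited files of single arrays hold the mean intensity, the local background intensity and a processed signal of each spot, before normalization between arrays. The software version in these files is 10.1.1.1. The authors also deposited a series table of normalized log2 values. Each of its 95 columns correlated best, over the probes, with the same array's values computed here, with slopes of 0.974 to 0.98.

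From the files, the background intensity was removed from the mean intensity by the normexp method with an offset of 50 (limma 3.58.1 in R 4.3.3), which keeps all values positive and narrows the changes of dim probes. Values were quantile normalized over all arrays. A spot with an outlier mark was left out on its array, and 1338 probes had every spot marked on at least 1 array, which lowers n for some genes. Control spots were left out after the background correction. A probe was kept in a region when it was at least 1.1 times the 95th percentile of the 77 negative controls on at least 4 arrays of the region. Probes with the same gene name were averaged on each array over those not left out, also where they moved in opposite directions, so that with a probe missing on some arrays the change of a gene can lie outside the changes of its probes. Gene symbols came from the files, from Table S3 for 1 probe and from the RefSeq table of the ARS-UI_Ramb_v3.0 assembly, where 703 probes matched by accession, 125 by gene identifier, 487 by symbol and 20 by synonym. The name of another 227 probes is that of the file. Figures were drawn with matplotlib 3.10.9.

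Signal over background sets what can be measured. On the log2 scale the lowest signal of a probe well above background had a median of 6.48 over the arrays. Where no array of a group was well above background the group has only a bound.

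Within each region all ages were fitted together in limma (lmFit and eBayes). The F test compared the 5 later ages with 80 d, and contrasts compared 145 d with 80 d, 1 d after birth with 80 d, and 1 d after birth with 145 d. A gene passed at a Benjamini-Hochberg adjusted p under 0.05. Whether the change at birth differed between regions was tested in one fit over all 95 arrays. Correlations with age used the arrays of a region and permutation tests of 100000 resamples, whose smallest p is 1e-05. The single-gene comparisons of groups used exact permutation tests. Lists of genes were tested with camera at its preset correlation of 0.01, with fry, and with camera's estimated correlation. They are cell cycle, lysosome, hematopoietic cell lineage, the hematopoietic and immune activation genes of the paper's text, MHC class I and class II as described in the files, immediate early, glucocorticoid response, erythroid and choroid plexus genes. A list of 24 myelination genes had 0 named probes and was not tested. The p values of the lists were adjusted together with those of 1 further list, which is not reported here.

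Most genes named in the text were chosen by a rule set before the data were examined. EAAT2, MT3, LMNB1, CSNK1E and CX32 fall outside it and are examples of genes that changed in all regions. The lists from outside the files, the tests of the comparisons and the alternatives were also set before. Those said to be added or chosen later are exceptions. The 2 lists of MHC probes were taken from the descriptions in the files. The rule takes every gene the paper's text names in a region. For each region and comparison with 1 d after birth it adds the 3 genes with the largest rise and the 3 with the largest fall. These were taken among genes with a symbol that passed and whose arrays did not overlap. The tests were also run on simulated data with the spread of each region. In these data a small part of the genes was shifted, in newborn arrays alone, with noise independent between genes. Deviations that arrays share over many genes were not simulated, so the rates need not hold for the measured arrays. For the birth comparison, limma called 92% of genes changed by 1 on the log2 scale in cortex, 90% in brainstem, 49% in hippocampus and 74% in hypothalamus. In the same order 4.5, 3.61, 8.09 and 8.33% of its calls fell on unchanged genes. Of 200 simulated values unrelated to age, 7.5% had a permutation p under 0.05.

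The alternatives were a normexp offset of 16, the processed signal scaled to its 75th percentile on each array, the authors' series table, quantile normalization within each region, no filter, a filter on the log2 scale, the brightest probe of each gene, every probe on its own, the replicate number as a block, the slide as a block, eBayes with trend and robust settings, an adjusted p under 0.0001, another age for the newborn lambs (148 d, or the order of the groups), fetal arrays alone, and each array left out in turn. Added later were the first scan of hippocampus alone and the brainstem newborn array without its dim area. The dim area was left out after normalization, which was not repeated. BETR and co-expression modules were not run.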

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

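Tests chosen only after the result was seen were those of a shift shared by a slide or scan, of HBB against the MHC mean and of the neighbouring spots in hippocampus against their median over the arrays. An array was singled out when its gap to the nearest array of its group, as a share of the group's whole range, exceeded the 95% critical value of Dixon's test for 4 values. Chance does this in about 1 in 20 groups of 4. Of 108 groups of a gene in a region 9 exceeded it, where 5.4 would be expected, of 161 groups of a list 10, where 8.05 would be, and of 23 groups on the first component of a region's arrays 4, where 1.15 would be.

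On the first component of brainstem, replicate 4 at 1 d after birth lay apart from the other newborn arrays, with a gap of 0.963 of the range. Of its genes 2093 lay more than 1 on the log2 scale from the mean of the other newborn arrays (1517 lower and 576 higher), against 239, 212 and 188 on replicates 1, 2 and 3. Low signal on the whole array stays open. Of its spots 75.5% were well above background, within the 72.0 to 88.5% of the other brainstem arrays, but its median signal of 127.9 was the lowest of the 24, the next being 137.8 on newborn replicate 1. Another region is argued against by a correlation over genes of 0.853 at most with the newborn mean of another region, below 0.875 with that of brainstem, over the genes tested in all regions. Another age stays open, since over the genes tested in brainstem the correlation was 0.881 at most with a fetal brainstem mean and 0.883 with the newborn mean, too close to tell, while the other newborn arrays correlated with each other at 0.987 to 0.989. Its deviation correlated at 0.046 at most with the differences of other regions from brainstem, which shows no sign of a mix with them. The dim area was included in this correlation and could hide a partial mix, which is not excluded. With the deviations of the 6 arrays of other ages on its slide it correlated at -0.0645 to 0.0466, which argues against a shift of the slide, and with the GC content of the probes at -0.000814. A local fault on the surface of the array is the candidate explanation. The deviation of a spot correlated at 0.777 with the mean of its neighbours, against 0.132, 0.102 and 0.216 on the other newborn arrays. The dim area holds 19.9% of the tested probes, of which 56.3% were well above background on this array and 83.7 to 92.1% on the other newborn arrays. The processed signal, which the scanner software had corrected for trends across the array, still placed the area at a median of -0.88 and the other probes at 0.33. No biological explanation was tested.

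In hippocampus 1 array in each group from 100 d on lay far to the same side of the first component, which held 52.8% of the variance within groups. These were replicate 3 at 100 d, replicate 4 at 120 d, replicate 3 at 130 d, replicate 4 at 145 d and replicate 3 at 1 d after birth, at -71.4, -101, -63.4, -70.4 and -89.3. At 120 d and 1 d after birth the gap was 0.845 and 0.865 of the group's range. Replicate 4 at 120 d was also low in the cell cycle and lysosome means (0.886 and 0.87). All 5 arrays come from the second scan, and the first scan spanned -13.9 to 50.05. A shift shared by all arrays of this slide and scan is argued against, since 5 of its 8 arrays lay to this side. Lower signal over background stays open. The share of spots well above background on these arrays was 67.6, 59.5, 72.3, 64.6 and 70.1% in the same order, and the first scan spanned 72.2 to 85.1%. On the other arrays of the second scan (120 d replicate 3, 130 d replicate 4 and newborn replicate 4) it was 74.9, 76.2 and 79.8%. Median signal was 112.3 to 146.8 on the 5 arrays and 236.7 to 288.5 on those others. These values go with lower signal. Over the second scan they are no test, since the 5 arrays were picked by the component itself. Over the 15 arrays of the first scan the component correlated with this share at r = -0.424 (permutation p = 0.115, rho = -0.457, permutation p = 0.0878), and at -0.405 without the 2 arrays farthest from the median. Low signal would need the opposite sign. The first scan holds no share as low as most of those on the 5 arrays, so this correlation cannot decide. The GC content of the probes, at a correlation of -0.114 over probes, was not decisive. Nor was another region in the tube, since 17 of the 23 hippocampus arrays correlated more with another region at their age than with their own, or a mix, at -0.207 for the largest correlation with the differences between regions. A fault on the surface as the cause is argued against, since a spot's deviation correlated with its neighbours at 0.0522 to 0.176 on these arrays, below the median of 0.269 over the hippocampus arrays. That median is itself high. The correlation was 0.538 to 0.654 on the 80 d hippocampus arrays and 0.178 to 0.631 in hypothalamus, against 0.000532 to 0.253 in cortex. The cause of these higher values was not tested. RNA quality and the animals themselves were not tested. These arrays widen the spread of their groups, and the counts for hippocampus carry this limit.

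At 120 d 1 array per region was high in antigen presentation genes. The gap was 0.947 for B2M, 0.859 for PSMB8 and 0.925 for their mean on replicate 2 in cortex, 0.985 for PSMB8 and 0.836 for the mean on replicate 3 in brainstem, and 0.94 for the mean on replicate 4 in hypothalamus. In hippocampus replicate 2 had the highest MHC mean. The MHC means deviated by 2.26, 1.43, 1.90 and 1.55 on the log2 scale in cortex, brainstem, hippocampus and hypothalamus. The median deviation over all genes on these arrays, 0.0572 at most in size, decides nothing about a shift of all genes, since quantile normalization holds it near 0. A fault or cross-hybridisation of single probes is argued against, since at least 88.5% of the MHC probes were higher on these arrays than on the mean of the other arrays at 120 d. That the 4 arrays come from 1 animal remains possible. Over 12124 other genes they had the highest correlation among the 16 pairs of arrays of their regions in 3 of 6 pairs of regions, and their mean correlation of 0.359 was the highest of 256 choices of 1 array per region. The replicate numbers differ between the regions and do not show which arrays share an animal. More blood in the tissue stays open too. HBB was highest on these same arrays in all 4 regions, but within ages it followed the MHC mean weakly, at r = 0.248 in cortex, 0.185 in brainstem, 0.126 in hippocampus and 0.461 in hypothalamus (permutation p = 0.245, 0.389, 0.564 and 0.0227, rho = 0.209, 0.145, 0.261 and 0.334).

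The remaining arrays singled out were low for CD1D in cortex (replicate 1 at 120 d, 0.841, and replicate 1 at 130 d, 0.893), low for the hematopoietic genes of the text (replicate 1 at 100 d in brainstem, 0.94, and replicate 2 at 145 d in hypothalamus, 0.897) and low for MHC class I genes (replicate 1 at 80 d in brainstem, 0.866). High values were found for IL10 (replicate 3 at 145 d, 0.905) and TGFB1 (replicate 4 at 120 d, 0.955) in cortex, CD5 in brainstem (replicate 3 at 130 d, 0.835), CD3E in hippocampus (replicate 1 at 1 d after birth, 0.891), the mean of B2M and PSMB8 in brainstem (replicate 4 at 145 d, 0.888), MHC class II genes in brainstem (replicate 1 at 145 d, 0.848) and the first component of cortex (replicate 4 at 130 d, 0.831). They follow no common array. For the first component of cortex a shift shared by the arrays of a slide is the candidate explanation, since the arrays of slide 3, which holds replicate 4 at 130 d, lay at 10.7 to 22.8 and the arrays of the other slides at 1.44 at most. For the genes and lists no explanation was tested.

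The change from 145 d to 1 d after birth differed between regions for 5 of 13565 genes (limma, adjusted p under 0.05), and for 983 at an unadjusted p under 0.05. None of the 5 has a symbol. In each the rise was largest in hypothalamus, as for EE769660 with a change of 1.46 in hypothalamus, -0.45 in cortex, 0.02 in brainstem and -0.16 in hippocampus (adjusted p = 0.0329), a gene chosen after its values were seen. Chance cannot be excluded, since 35 of 100 groupings of the same arrays, the real one included, gave at least as many genes. In simulated data the test called 85% of genes that changed by 2 on the log2 scale in 1 region and 54% of those that changed by 1.

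The immediate early genes EGR1, FOS and JUNB, of a list of 15, rose in cortex from 145 d to 1 d after birth by 0.43 (camera in limma, adjusted p = 0.00479), but not by fry (adjusted p = 0.0739) or by an exact permutation test of the list mean (p = 0.229). Without newborn replicate 4 in cortex the change was 0.28 (adjusted p = 0.0795). The list rose by 0.34 in brainstem and 0.36 in hypothalamus, where fry in limma called it (adjusted p = 0.0117 and 0.00571) and camera did not (adjusted p = 0.0978 and 0.0905). In hippocampus it changed by -0.09 (camera in limma, adjusted p = 0.649). The difference between regions was not tested for the list. No explanation was tested for this step.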

How the results depend on the processing

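The settings added only after the data were seen are the first scan of hippocampus alone and the dim area of 1 array left out, and the others were planned. Over the alternatives other than leaving out an array, 445 values of the main results kept their direction and their side of the threshold or, if counts, stayed within a factor of 1.5, 24 counts moved further, 17 values newly passed, 4 no longer passed and 3 reversed. For single genes and further lists 1083 values were the same, 36 no longer passed, 15 newly passed and 8 reversed. When 1 array was left out, 1214 values of the main results were the same, 91 moved, 21 newly passed, 1 no longer passed and 3 reversed, and for single genes and further lists 2347, 143 that no longer passed, 18 that newly passed and 13 that reversed. Except where stated, the cause was not tested.

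The number of genes whose change at birth differs between regions, 5, was 3 with a normexp offset of 16, 18 with the processed signal scaled to the 75th percentile, 9 with the series table, 3 with no filter on dim probes, 10 with the filter on the log2 scale, 3 with the brightest probe, 7 with the replicate block, 21 with the slide as block, 0 with eBayes with trend and robust settings and 12 with the dim area left out. Without 1 array it ranged from 0 (without cortex 145 d replicate 1) to 16 (without brainstem newborn replicate 1).

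At an adjusted p under 0.0001, a stricter threshold and so by construction fewer genes, 2132 genes changed with age in cortex, 1005 in brainstem, 40 in hippocampus and 272 in hypothalamus, and from 145 d to 1 d after birth limma called 0 in each region, where 987, 2677, 349 and 2618 had an unadjusted p under 0.05. With the processed signal scaled to the 75th percentile the step from 145 d to 1 d after birth gave 18 genes in cortex, 0 in hippocampus and 502 in hypothalamus, of which 12, 0 and 212 were among those called before. Of the 502, 42.6% were higher after birth, against 63.4%. The slide as block gave 712 in hypothalamus, and the first scan only gave 2 in hippocampus, with 0 shared. With the replicate number as a block 6768, 5278, 382 and 2296 genes changed with age in cortex, brainstem, hippocampus and hypothalamus, and 39, 542, 1 and 423 from 145 d to 1 d after birth. Arrays of the same number resembled each other little across ages (mean r of 0.179, 0.0518, 0.072 and 0.087), and the numbers were not used to pair arrays. Testing every probe on its own gave 35, 655, 1 and 331 probes for this step. Without 1 array it gave 2 (without newborn replicate 3) to 176 (without newborn replicate 1) in cortex, 186 (without 145 d replicate 4) to 1283 (without newborn replicate 1) in brainstem, 1 to 23 (without newborn replicate 3) in hippocampus and 55 (without 145 d replicate 1) to 471 (without 80 d replicate 1) in hypothalamus. The change with age in hippocampus gave 260 (without 80 d replicate 3) to 496 (without 120 d replicate 4). Without newborn replicate 4, 55.5% of the genes called in brainstem were higher after birth, against 74.8%.

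Over fetal arrays only, with fewer arrays by construction, 9 of the correlations of text genes with age passed in place of 15, and 5 of the list trends in place of 8. PSMB8 in hippocampus reversed to -0.183, and the lysosome list in hippocampus to -0.00343. Over the alternatives other than leaving out an array, the r of hematopoietic cell lineage in hypothalamus ranged from 0.399 to 0.778. Over fetal arrays only, this list no longer passed in cortex (0.729), brainstem (0.659) and hypothalamus (0.695). It also missed the threshold in brainstem with no filter (0.744, adjusted p = 0.0504) and passed in hippocampus with an offset of 16 (0.601) and the series table (0.589). Without 1 array its r ranged from 0.71 (without newborn replicate 3) to 0.807 (without 120 d replicate 3) in brainstem, where it did not pass without newborn replicate 2, and from 0.52 (without newborn replicate 1) to 0.64 (without 145 d replicate 1) in hippocampus. The lysosome list passed with the slide as block in hippocampus (0.321) and hypothalamus (0.541). Without 1 array its r ranged from 0.0423 (without newborn replicate 4) to 0.23 (without newborn replicate 3) in hippocampus and from 0.394 (without newborn replicate 2) to 0.618 (without 145 d replicate 1) in hypothalamus.

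The hematopoietic genes of the text, which did not pass from 145 d to 1 d after birth in brainstem and hippocampus, passed in brainstem with the dim area left out (0.41, adjusted p = 0.0142) and without newborn replicate 4 (0.29, adjusted p = 0.0214), and in hippocampus with the slide as block (0.36, adjusted p = 0.0437). Without 1 array the change was 0.20 (without newborn replicate 2) to 0.30 (without newborn replicate 1) in brainstem and -0.15 (without 145 d replicate 4) to 0.34 (without newborn replicate 3) in hippocampus. From 80 d to 145 d they passed in brainstem with an offset of 16 (0.72), the processed signal (1.01), no filter (0.65), the filter on the log2 scale (0.82) and the replicate block (0.65), with 0.62 (without 80 d replicate 2) to 0.67 (without 80 d replicate 4) when 1 array was left out. The mean of B2M and PSMB8, which missed the threshold at birth in brainstem, passed with an offset of 16 (1.18), the processed signal (1.47), the series table (1.35), normalization within the region (1.11), no filter (1.09) and trend and robust settings (1.09). It was 0.87 (without newborn replicate 2) to 1.41 (without newborn replicate 1) without 1 array. From 80 d to 145 d its fall in hippocampus turned into a rise with the slide as block (0.11) and in the first scan only (0.0948), and ranged from -0.51 (without 145 d replicate 2) to 0.0948 (without 145 d replicate 4).

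Of the further lists, from 145 d to 1 d after birth, choroid plexus genes reversed with the processed signal in hippocampus (0.0448) and hypothalamus (-0.0826), erythroid genes in brainstem (0.265) and hypothalamus (0.0923) and the glucocorticoid gene in hippocampus (-0.19). The glucocorticoid gene also reversed with the slide as block (-0.0245) and immediate early genes in hippocampus with the brightest probe (0.0331). Without 1 array the ranges were -1.22 (without 145 d replicate 4) to 0.0017 (without 145 d replicate 1) for choroid plexus genes in cortex, -0.99 (without newborn replicate 4) to 0.38 (without newborn replicate 2) in hippocampus and -0.36 (without newborn replicate 4) to 0.44 (without newborn replicate 1) in hypothalamus. Erythroid genes ranged from -0.33 (without newborn replicate 4) to 0.092 (without 145 d replicate 3) in brainstem and from -0.43 (without 145 d replicate 3) to 0.10 (without 145 d replicate 1) in hypothalamus. The glucocorticoid gene ranged from -0.0107 (without 145 d replicate 3) to 0.52 (without 145 d replicate 4) and immediate early genes from -0.20 (without newborn replicate 3) to 0.0592 (without 145 d replicate 4) in hippocampus. The processed signal also made erythroid genes in hippocampus (1.28, adjusted p = 0.0135) and immediate early genes in brainstem and hypothalamus (0.79 and 0.74, adjusted p = 0.0182 and 0.0367) pass camera. Leaving out 1 array did so for erythroid genes in hippocampus (without 145 d replicate 1 or 4 or newborn replicate 1 or 2), for immediate early genes in hypothalamus (without 145 d replicate 1 or newborn replicate 1 or 2) and for choroid plexus genes in hippocampus (without newborn replicate 4, adjusted p = 0.00725).

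Signal over background limits the dim genes. ITGAM, IL10, FCGR2B and CD3G lie near the background, the offset narrows their changes, and the sizes given for them depend on the background correction. BETR and co-expression modules were not run.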

Differences from the paper's values

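Among alternatives chosen only after the values were seen, the first scan of hippocampus alone and the dim area of 1 brainstem array left out are named here. The paper's Figure S6 shows a log2 rise of CD81 in cortex from 80 d to 1 d after birth of about 1.2, read by eye, and the value here is 1.51. Of the alternatives set before the data were examined, the processed signal scaled to the 75th percentile gives 1.24, which differs from the paper's value by less than the larger SD of the 2 groups here (0.119). The others differ by more. They give 1.51 with an offset of 16, with the authors' series table, without a filter, with the filter on the log2 scale, with the brightest probe, with the replicate block and with trend and robust settings, 1.42 with normalization within the region and 1.55 with the slide as a block. The paper's correlation of CDK1 with age in cortex is -0.799 (Table S1), and the value here is -0.905. A correlation was taken to differ when it lay further from the paper's than its own standard error, 0.038 for the value here. The processed signal scaled to the 75th percentile gives -0.851, closer to the paper's value than its standard error of 0.057. It was -0.905 with an offset of 16, without a filter, with the filter on the log2 scale and with the brightest probe, -0.904 with the series table, -0.906 with normalization within the region, -0.889 with the lower age for the newborn lambs and -0.922 with ages in order, all of which differ from it.

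In Table 1 the paper lists the lysosome as enriched in the rising modules of all regions. Here, where the list was tested for a trend with age and no modules were built, it passed camera in cortex alone. With the slide as a block it also passed in hippocampus (adjusted p = 0.0183) and hypothalamus (adjusted p = 0.0335), without newborn replicate 3 in hippocampus (0.044), without 80 d replicate 4, 100 d replicate 2, 145 d replicate 1 or newborn replicate 4 in hypothalamus (0.0443, 0.0451, 0.0265 and 0.0477), and by fry in brainstem and hypothalamus. The same table lists hematopoietic cell lineage in hippocampus, where the adjusted p here was 0.0606. It passed with an offset of 16 (0.0356), with the series table (0.0239) and without 145 d replicate 1, 2 or 3 (0.0393, 0.0465 and 0.0481).

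The paper places the induction of genes of immune activation and antigen presentation after birth. Here MHC class I genes had already risen from 80 d to 145 d, by 1.17 in hippocampus to 1.47 in brainstem over the 4 regions (camera in limma, adjusted p of 0.000834 in hypothalamus to 0.0184 in cortex), and B2M had in cortex, by 1.43. The mean of B2M and PSMB8 did not pass over this period in any region (camera in limma, adjusted p of 0.735 to 0.869), nor did MHC class II genes (0.296 to 0.549). Under fry the class I rise passes in brainstem alone (adjusted p = 0.0303) and with camera's estimated correlation in no region. Of the genes it names, B2M did not pass from 145 d to 1 d after birth in any region, and PSMB8 passed in hypothalamus alone. B2M passed in cortex without 120 d replicate 2 or newborn replicate 1 (2.01 and 2.56). PSMB8 passed without the same arrays in cortex (1.43 and 1.75), and in brainstem without 120 d replicate 3 or newborn replicate 1 (1.24 and 1.62) and with the dim area left out (1.24, chosen after seeing the values). The mean of both genes in brainstem passed with an offset of 16 (1.18), the processed signal scaled to the 75th percentile (1.47), the series table (1.35), normalization within the region (1.11), no filter (1.09) and trend and robust settings (1.09), and by fry in the fit used here (adjusted p = 0.0149). It also passed without 120 d replicate 2, 3 or 4 (1.09 each), 145 d replicate 4 (1.12), newborn replicate 1 (1.41) or newborn replicate 4 (1.18).

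The paper describes the hematopoietic genes as rising during fetal life. Here the mean of the 5 named genes rose from 80 d to 145 d in every region. Relative to all other genes this rise did not pass in brainstem and hippocampus (camera, adjusted p = 0.0523 and 0.415). On its own the rise of 0.65 in brainstem passed fry (adjusted p = 1.03e-05), and that of 0.49 in hippocampus did not (0.0892). In brainstem camera passed with an offset of 16 (0.72), the processed signal (1.01), no filter (0.65), the filter on the log2 scale (0.82) and the replicate block (0.65). It also passed without 120 d replicate 1 or 3, 130 d replicate 1 or 3 or newborn replicate 1 (0.65 each) or 145 d replicate 3 (0.64).

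The paper states that the CD3 chains rose after birth in hippocampus, by RT-PCR. On the arrays CD3D and CD3G did not pass from 80 d to 1 d after birth, at 0.79 and 1.03 on the log2 scale. CD3D passed with the processed signal scaled to the 75th percentile (2.19), with the brightest probe (0.89), without 120 d replicate 2 (0.79) or newborn replicate 3 (1.02) and in the first scan alone (1.16, a setting chosen after seeing the values), and CD3G with the processed signal (4.24). FCGR2B in cortex passed with the same processed signal (1.93) and not in the fit used here. The paper names it among tolerance genes that rise. The sizes for CD3G and FCGR2B are not measured ones, since no array at 80 d was well above background.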

Other observations

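All tests of explanations in this part were chosen only after the result was seen, while the counts over other groupings of the arrays and the lists were planned.

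Other groupings of the same arrays were counted for each comparison, the real one included. For the change with age 1 of 100 groupings, the real one itself, gave at least as many genes in each of cortex, brainstem, hippocampus and hypothalamus. This argues against chance as their cause. For the step from 145 d to 1 d after birth this was 1 of 35 groupings in brainstem and 1 of 35 in hypothalamus. That is the smallest share that 35 groupings allow, and it argues against chance without excluding it. The twins, which are not marked, could not be kept together in the groupings. It was 2 of 35 in cortex and 3 of 35 in hippocampus, where chance stays open. The other grouping in cortex gave 122 genes against the 32 of the real one. It sets the arrays of slides 1 and 2 against those of slide 3. With the slide as a block 37 genes changed in cortex, of which 27 were among the 32. The single gene in hippocampus was EE813298 (log2 change 1.40, standard error 0.18, adjusted p = 0.00417 from limma).

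The level of the MHC genes differed widely between arrays of one age. Arrays of different regions were matched within ages by the 2070 genes that do not follow the MHC genes, without the replicate number. On the arrays matched in this way the MHC deviation from the age mean in cortex correlated with that in brainstem at r = 0.814 (rho = 0.585, permutation p = 0.0084, n = 24) and with that in hypothalamus at 0.913 (rho = 0.77, permutation p = 4e-04), and that in brainstem with that in hypothalamus at 0.688 (rho = 0.628, permutation p = 0.0277). Without the 120 d arrays r was 0.632, 0.871 and 0.416. This is consistent with animals whose regions share the level, as a hypothesis. For hippocampus it stays open, since r was 0.916 with cortex (rho = 0.825, permutation p = 1e-04, the smallest that the resamples give) but -0.103 with brainstem (permutation p = 0.58) and 0.154 with hypothalamus (permutation p = 0.334), while with arrays matched by the 12124 genes outside the immune lists it was 0.89, 0.647 and 0.817 (permutation p = 5e-04, 0.0405 and 0.0045). Which arrays came from 1 animal is not given, and the matching is itself drawn from these arrays.

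More blood in the tissue 1 d after birth could raise MHC genes with HBB. It stays open in all 4 regions. HBB changed from 145 d to 1 d after birth by 0.199 (standard error 0.459) in cortex, -0.551 (standard error 0.488) in brainstem, 1.36 (standard error 0.901) in hippocampus and -0.651 (standard error 0.47) in hypothalamus, none of them past the threshold, and the 2 probes of AHSP changed by 0.336 and 0.338 in brainstem and by -0.0194 and 0.26 in hypothalamus. The 2 probes of HBB moved the same way in this step, but from 80 d to 1 d after birth they moved in opposite directions in every region, by -1.73 and 3.10 in cortex, -1.98 and 3.56 in brainstem, -1.83 and 3.34 in hippocampus and -2.34 and 3.11 in hypothalamus, so that the mean of HBB over that period has no use.

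The erythroid genes AHSP and HBB, of a list of 18, changed from 145 d to 1 d after birth by 0.26 in cortex, -0.11 in brainstem, 0.91 in hippocampus and -0.27 in hypothalamus (camera in limma, adjusted p = 0.391, 0.867, 0.0786 and 0.667). The choroid plexus genes AQP1 and TTR, of a list of 12, changed by -0.72, -0.85, -0.12 and 0.13 (camera, adjusted p = 0.649, 0.328, 0.998 and 0.675), and in hypothalamus camera's direction was down while the mean rose. NFKBIA, the 1 glucocorticoid response gene with a named probe of 18, changed by 0.23, 0.69, 0.24 and 0.41 (camera, adjusted p = 0.428, 0.281, 0.57 and 0.57), and fry called it in brainstem (adjusted p = 0.0423).

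The immediate early genes rose before birth as well. From 80 d to 145 d their mean rose by 1.07 in cortex, 0.358 in brainstem, 0.76 in hippocampus and 0.31 in hypothalamus, with an adjusted p from fry of 0.000122, 0.00647, 0.0196 and 0.00647 and from camera of 0.0755, 0.434, 0.0755 and 0.288. A longer time from death to freezing in older animals could raise them and stays open. The paper gives the order of dissection and no times. The rise was smallest in hypothalamus, which was dissected first, and largest in cortex, which was dissected last, but smaller in brainstem than in hippocampus, which was dissected before it.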
